# Reporter CRISPR screens decipher *cis*-regulatory and *trans*-regulatory principles at the Xist locus

**DOI:** 10.1038/s41594-025-01686-3

**Published:** 2025-10-06

**Authors:** Till Schwämmle, Gemma Noviello, Eleni Kanata, Jonathan J. Froehlich, Melissa Bothe, Alexandra Martitz, Aybuge Altay, Jade Scouarnec, Vivi-Yun Feng, Heleen Mallie, Martin Vingron, Edda G. Schulz

**Keywords:** Genetics, Epigenetics, Chromatin, Transcriptional regulatory elements

## Abstract

Developmental genes are controlled by an ensemble of *cis*-acting regulatory elements (REs), which in turn respond to multiple *trans*-acting transcription factors (TFs). Understanding how a *cis*-regulatory landscape integrates information from many dynamically expressed TFs has remained a challenge. Here we develop a combined CRISPR screening approach using endogenous RNA and RE reporters as readouts. Applied to the murine *Xist* locus, which is crucial for X-chromosome inactivation in females, this method allows us to comprehensively identify Xist-controlling TFs and map their TF–RE wiring. We find a group of transiently upregulated TFs, including ZIC3, that regulate proximal REs, driving the binary activation of Xist expression. These basal activators are more highly expressed in cells with two X chromosomes, potentially governing female-specific Xist upregulation. A second set of developmental TFs that include OTX2 is upregulated later during differentiation and targets distal REs. This regulatory axis is crucial to achieve high levels of Xist RNA, which is necessary for X-chromosome inactivation. OCT4 emerges as the strongest activator overall, regulating both proximal and distal elements. Our findings support a model for developmental gene regulation, in which factors targeting proximal REs drive binary on–off decisions, whereas factors interacting with distal REs control the transcription output.

## Abstract (web summary)

Here Schwämmle et al. develop CRISPR reporter screens to map transcription-factor-regulatory element interactions at the *Xist* locus, revealing a two-step mechanism integrating developmental and X-dosage signals to initiate X-chromosome inactivation.

## Main

Precise and robust control of developmental genes is achieved through large and complex *cis*-regulatory landscapes^1^. In mammals, developmental genes are driven by the combined activity of up to 20 regulatory elements (REs) per gene and tissue^2–4^. Activity of each RE in turn is determined by multiple *trans*-acting signals in the form of sequence-specific DNA-binding transcription factors (TFs)^5^. Understanding how TF–RE wiring decodes multiple parallel inputs to control gene expression requires systematic approaches to map TF–RE interactions at scale.

Current high-throughput methods rely on TF-binding or sequence motifs but cannot assess functional regulatory relationships^6–9^. Pooled CRISPR screens represent a highly scalable approach to map functional TF–gene interactions^10^; however, they cannot identify the RE that mediates the interaction. To close this gap, we have developed a CRISPR screen variant that uses an RE reporter for phenotypic enrichment to functionally associate TFs with REs in a systematic manner.

We use our approach to investigate the regulation of *Xist*, an essential developmental gene with a tightly controlled and well-defined expression pattern. To trigger inactivation of one X chromosome in females, *Xist* integrates information on developmental stage and sex of the embryo. This ensures its upregulation in a female (XX)-specific and monoallelic fashion^11^. The *Xist* locus has been extensively studied for several decades, yet our understanding of how it decodes information remains limited. To identify Xist-controlling REs, we have recently performed a noncoding CRISPR screen at the onset of random X-chromosome inactivation (XCI). The screen detected a comprehensive set of 26 REs involved in initial Xist upregulation, many of which are associated with the Xist-regulating long noncoding RNA genes *Tsix*, *Jpx*, *Ftx* and *Xert*^12^. Using chromatin state as a proxy for RE activity, we observed that distal elements exclusively respond to developmental state, whereas promoter-proximal REs were affected by X-chromosome number. This finding suggests distinct functional roles for different RE sets. Which *trans*-acting factors drive these developmental and XX-specific activation patterns remain incompletely understood.

In mice, random XCI is established during the transition from the naive to the formative pluripotent state^13–15^. Whereas several pluripotency factors (NANOG, OCT4 and ZFP42/REX1) have been shown to repress Xist in the naive state^16–20^, developmental Xist activators remain largely unidentified. XX-specific Xist upregulation is generally believed to be driven by X-encoded Xist regulators that act in *trans*^21,22^. Two such X-linked Xist activators have been identified, RLIM/RNF12 and Jpx^23–25^. However, even their combinatorial, heterozygous deletion failed to abrogate Xist expression^26^. Therefore, additional X-dosage mediators are yet to be identified.

To understand how information on developmental stage and sex of the embryo is integrated at the *Xist* locus, we set out to systematically identify Xist regulators at the onset of XCI. We find a large set of previously unknown Xist activators through a pooled CRISPR interference (CRISPRi) screen, including the X-linked TF ZIC3 and the formative master regulator OTX2. Using our CRISPR screen variant that combines CRISPRi screens with a reporter assay, we systematically map TF–RE interactions across activating elements in Xist’s *cis*-regulatory landscape. We show that promoter-proximal REs are controlled by ZIC3 and a group of autosomal TFs with XX-biased expression. We propose that this regulatory axis governs initial Xist upregulation in a binary fashion to ensure inactivation of one X chromosome in females. A second group of factors, including OTX2, controls Xist expression independent of sex by interacting with distal REs. This group of activators is primarily required to achieve high transcript levels, which we show to be important for efficient X-chromosome silencing.

## Results

### Identifying Xist-controlling TFs through CRISPRi screens

To identify factors that might regulate Xist expression in a sex-specific and developmental fashion, we performed a pooled CRISPRi screen. For all expressed TF genes, we tested whether their depletion would affect Xist upregulation at the onset of XCI. We used differentiating mouse embryonic stem cells (mES cells) grown in serum and 2i/LIF-containing medium (2iSL), differentiated for 2 days by 2i/LIF (2iL) withdrawal, which closely resembles the developmental trajectory in vivo, as discussed below^12,27,28^. To induce gene repression, we used a split dCas9–KRAB system, stably expressed in female mES cells (TX1072 SP107), where the KRAB repressor domain is tethered to dCas9 in response to abscisic acid (ABA) (Fig. 1a, top left). The CRISPR library (TFi Lib) encompassed 11,058 single guide RNAs (sgRNAs) targeting 570 expressed TF genes and 32 non-TF controls previously implicated in Xist regulation (Extended Data Fig. 1a–d and Supplementary Note 3). Of these, we treat 17 factors for which a loss of function has been shown to affect Xist expression as high-confidence controls (Supplementary Table 1).

**Fig. 1:**
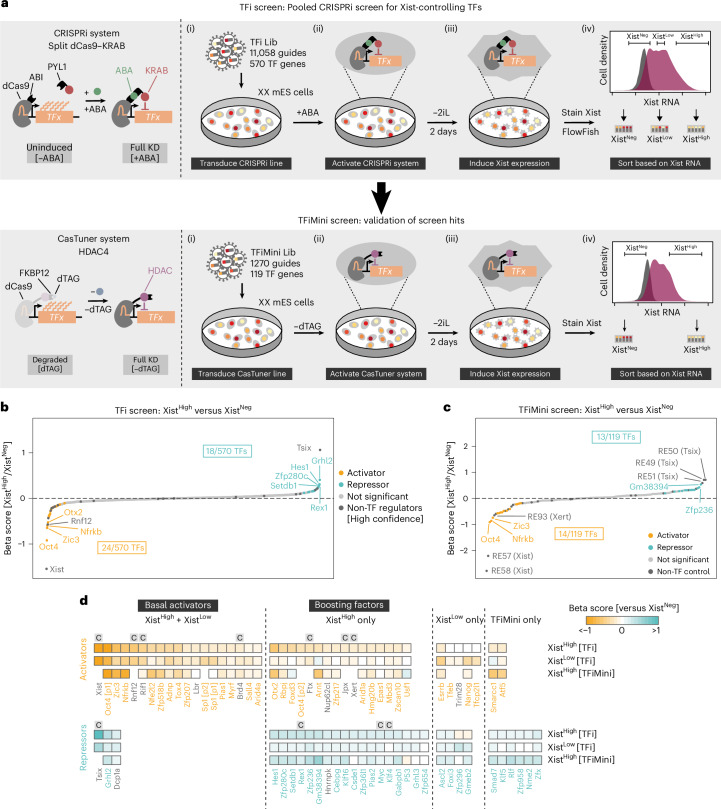
A CRISPR screen targeting expressed TFs to identify Xist regulators. **a**, Schematic of the CRISPRi systems (left) and experimental workflow (right) to identify *trans*-regulators of Xist in the TFi (top) and TFiMini (bottom) screens. KD, knockdown. **b**,**c**, Comparison of Xist^High^ and Xist^Neg^ populations in the TFi (**b**) and TFiMini screens (**c**). Significantly enriched or depleted target genes are colored in teal or orange, respectively (MAGeCK mle, Wald *P* ≤ 0.05). Non-TF controls are colored in dark gray (only high confidence, as indicated in Supplementary Table 1). **d**, Heat map depicting Xist regulators identified by comparing Xist^High^ or Xist^Low^ to the Xist^Neg^ population in the TFi and the TFiMini screen (MAGeCK mle, Wald *P* ≤ 0.05). Orange and teal gene names indicate TFs that activate and repress Xist, respectively. Non-TF controls are labeled in black and high-confidence controls are marked with a ‘C’. Targets with empty positions in the bottom row were not included in the TFiMini screen. Source data

After lentiviral transduction of the TFi Lib, cells are differentiated, stained for Xist RNA using a FlowFISH assay and sorted into populations with no (Xist^Neg^), low (Xist^Low^) or high (Xist^High^) expression (Fig. 1a and Extended Data Fig. 1e–g). We sorted two different Xist-positive populations (Xist^+^) to be able to distinguish factors that are involved in binary control of Xist expression (‘basal activators’, identified in Xist^Low^ versus Xist^Neg^ and in Xist^High^ versus Xist^Neg^) and those required for high RNA levels (‘boosting factors’, detected only in Xist^High^ versus Xist^Neg^). For an orthogonal validation of the screen results, we performed a second, smaller screen using a different CRISPRi system and a slightly adapted screen setup (Fig. 1a, bottom, Extended Data Fig. 1h–i and Methods). We made use of our recently developed degron-controlled dCas9–HDAC4 CasTuner^29^ system and only sorted the Xist^High^ and Xist^Neg^ populations. Both screens displayed the expected quality control metrics (Extended Data Figs. 2 and 3 and Supplementary Note 1) and correlated well (Peason correlation *r* = 0.8; Extended Data Fig. 3h–i).

The screens identified many known Xist regulators (for example, RNF12, Jpx, Ftx and RIF1) and other controls (Fig. 1b–d, black, and Supplementary Note 2). Surprisingly, OCT4 (POU5F1) was identified as the strongest Xist activator, despite previous reports that classified the TF as an Xist repressor^16,18^. In total, we identified 39 previously unknown putative Xist regulators, including 24 activators and 15 repressors (Fig. 1d and Supplementary Table 1).

Among the activators, 13 TFs were classified as basal regulators (enriched in Xist^High^ and Xist^Low^ populations), which potentially control Xist in a binary fashion (Fig. 1d). A set of 11 TFs were identified as boosting factors (exclusively detected in the Xist^High^ population), suggesting that they primarily drive high Xist expression levels (Fig. 1d). The strongest activators in the first group included OCT4, the X-linked TF ZIC3 and the INO80 subunit NFRKB, whereas the strongest regulator in the boosting group was the epiblast regulator OTX2 (Fig. 1d)^16,30–32^.

### OCT4 acts as an Xist activator during differentiation

As OCT4 was previously described as a repressor under different differentiation conditions or in undifferentiated cells^16,18^, we characterized its role in Xist regulation in more detail. We used our CasTuner cell line to repress *Oct4* in two undifferentiated (2iSL, SL) and two differentiating (−2iL, EpiLC) conditions (Fig. 2a, Extended Data Fig. 4a,b). Xist was upregulated 13–93-fold in undifferentiated mES cells following *Oct4* knockdown (Fig. 2b–d and Extended Data Fig. 4c,d), confirming a repressive role of OCT4 under these conditions^16^. Repression of *Oct4* during differentiation, by contrast, led to reduced Xist levels in both tested conditions, supporting an activating role (Fig. 2b–d and Extended Data Fig. 4c,d). OCT4 binds several distal enhancer elements of Xist in the Xert region, specifically upon differentiation (EpiLC, Fig. 2e)^12,30^. We, thus, propose that OCT4 acts as a direct activator of Xist during differentiation. Although we cannot exclude a direct repressive effect in undifferentiated cells, repression might potentially be indirect. Oct4 depletion has previously been reported to drive dedifferentiation toward trophectoderm, which is associated with upregulation of several GATA TFs that we recently identified as potent Xist activators^29,33,34^.

**Fig. 2:**
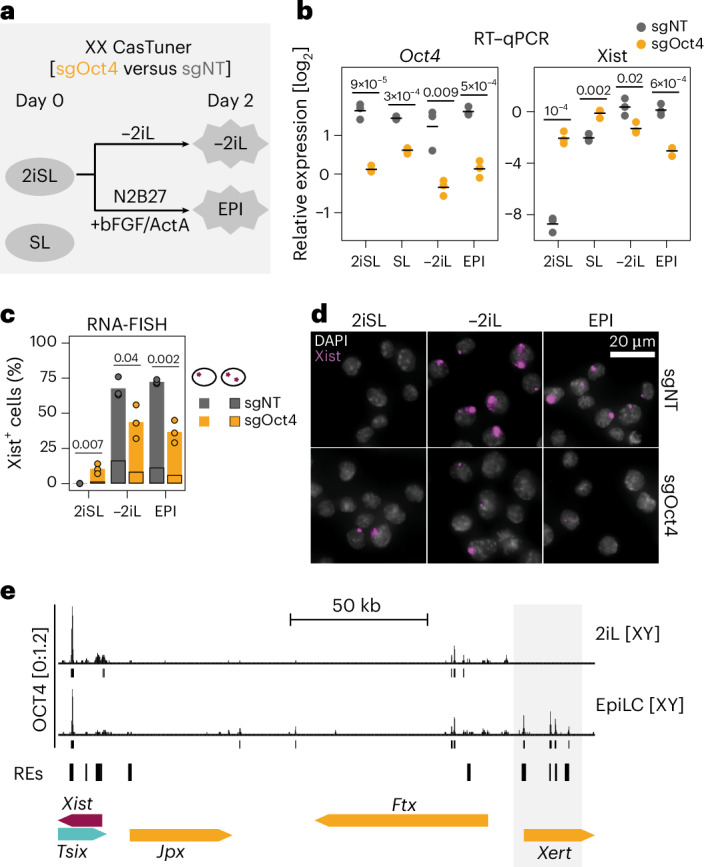
OCT4 acts as an Xist activator during differentiation. **a**, Experimental setup used in **b**–**d**. Knockdown of *Oct4* was induced 2 days before differentiation through dTAG removal. bFGF, basic FGF; ActA, activin A. **b–d**, Effect of *Oct4* knockdown on Xist and *Oct4* expression, assessed by reverse transcription (RT)–qPCR (**b**) and RNA-FISH (**c**,**d**). A total of 100 cells were counted manually per condition in **c** and representative pictures are shown in **d**. The experiments were performed in three biological replicates. *P* values of an unpaired two-sided *t*-test are indicated in the plot. **e**, Top: published ChIP-seq data, depicting binding of OCT4 at the Xist locus before and during differentiation in XY mES cells^30^. Bottom: RE track shows all Xist-controlling REs in the region^12^. Source data

### Xist activators are transiently upregulated at XCI onset

Next, we aimed to systematically dissect how a broader set of Xist regulators were modulated by X-chromosome number and developmental state. We performed a high-resolution RNA sequencing (RNA-seq) time-course experiment to assess global expression dynamics in XX and XO cells during the first 96 h of 2iL withdrawal (Fig. 3a and Supplementary Table 2). 

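The time course follows TX1072 cells with both X chromosomes (XX) and a subclone with a single one (XO), so that each gene can be read against differentiation and between the lines. The XO line is a single clone that is also trisomic for chromosome 16. A difference between the lines therefore need not come from X-chromosome dosage. Libraries were made at 0, 10, 16, 24, 30, 36, 48, 56, 72 and 96 h of 2iL withdrawal, with 3 replicates per line and time point and 2 for XO cells at 36 h. This gives 30 XX and 29 XO libraries. The authors aligned the reads with STAR 2.7.9a and counted them in 55402 genes with Rsubread 2.0.1. XX libraries held 3680139 to 21480459 counts (median 8675086) and XO libraries 1744721 to 14075496 (median 10520764). Supplementary Table 2 of the paper lists 1686997 to 20603675 reads per library; the values given here use the counts. All 59 libraries entered a single fit of 20 groups with TMM factors. A low-count filter kept 19214 genes, which were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. A log2 fold change between the lines is XX relative to XO, averaged over the 10 time points where no time is named. CPM are those of the authors' deposited table, ± stands for the standard deviation over replicates, and positions are those of GRCm38/mm10. The 8 XX replicate 1 libraries of 0 to 56 h stood apart, with 66.2 to 71.2% of reads mapped in Supplementary Table 2, against 71.1 to 76.7% in the other 51.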

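Withdrawal of 2iL changed a large part of the transcriptome in both lines. After 24 h, 2193 genes had risen and 1530 had fallen in XX cells, against 1807 and 1288 in XO cells (edgeR quasi-likelihood test). After 96 h the numbers were 3699 and 2935 in XX cells and 4142 and 3249 in XO cells. In fits of only the 2 groups compared, 5794 genes changed by 96 h in XX cells and 3584 in XO cells. Without replicate 1 of XO cells at 96 h, the library with the fewest counts, the fit of all libraries gave 7032 genes in XX cells and 7092 in XO cells. Which line changed more by 96 h therefore depends on the fit, and without this library the numbers were close. Car4, for a membrane-bound carbonic anhydrase, came on in XX cells from 0.0497 ± 0.0862 CPM at 0 h to 20 ± 2.69 at 24 h and 198 ± 22.9 at 96 h (n = 3 each). The G1 cyclin gene Ccnd2 (log2 fold change at 24 h 7.29, adjusted p = 1.01e-17), the retinoic acid target Stra8 (6.93, adjusted p = 2.83e-20) and the forkhead gene Foxp1 (6.70, adjusted p = 1.92e-27) rose with it. Socs3, a direct target of LIF signaling, fell by 24 h (−4.12, adjusted p = 2.05e-06). So did the naive marker Dppa3 (−3.90, adjusted p = 5.38e-19), Lefty2, for an antagonist of NODAL (−3.72, adjusted p = 6.39e-18), and the lysosomal regulator gene Tfeb (−3.93, adjusted p = 3.09e-10). By 96 h, the imprinted RNA H19 had climbed from 8.73 ± 1 to 1969 ± 564 CPM, and Tagln, for an actin-binding protein of contractile cells, had reached 71.7 ± 19.5 CPM. The autophagy receptor gene Calcoco2 had dropped from 679 ± 39.9 to 15.3 ± 0.284 CPM. Over the whole series, 13170 genes changed with time and 7924 differed between the lines, of which 4449 were higher and 3475 lower in XX cells. A further test, of the course itself, found 2768 genes that changed differently in XX and XO cells. Without the XX replicate 1 libraries of 0 to 56 h, an alternative chosen after seeing the data, 7445 genes differed between the lines. Without XX replicate 3, 1677 courses differed and 2152 genes changed in XX cells from 0 h to 24 h, and without XO replicate 2, 1966 genes changed in XO cells over that time.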

Our differentiation protocol captured the developmental trajectory between embryonic days E3.5 and E6.5, as demonstrated by coembedding our dataset with a published in vivo single-cell (sc)RNA-seq time course (Fig. 3b and Extended Data Fig. 5a)^35,36^.

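The naive pluripotency program was shut down in both lines, and formative genes came on in XX cells. All 16 naive genes were lower at 96 h than at 0 h, also when adjusted over the list alone, with a mean log2 fold change of −2.84 in XX cells (camera adjusted p = 2.1e-37) and −4.15 in XO cells (camera adjusted p = 5.4e-54). With a block for the replicate number in limma's voom, 15 of 16 naive genes were lower in XX cells. In XX cells the TF gene Tfcp2l1 fell by 4.75 (adjusted p = 2.7e-28), the orphan receptor gene Esrrb by 2.73 (adjusted p = 3.1e-18) and Prdm14, for a repressor of DNA methyltransferase genes, by 4.11 (adjusted p = 2.3e-11). Of 12 formative genes, 9 were higher, 1 lower and 2 not past the test at 96 h in XX cells (mean 1.84, camera adjusted p = 1.9e-10), and adjusted over the list alone 9 and 1. They included Fgf5, for a growth factor of the epiblast (5.03, adjusted p = 6e-20), the POU-domain gene Pou3f1 (2.98, adjusted p = 1.3e-13) and the DNA methyltransferase gene Dnmt3b (1.41, adjusted p = 6.2e-11). Genes of the primitive streak were mixed, with 7 of 14 higher, 3 lower and 4 not past the test (camera adjusted p = 0.28), and 7 and 3 adjusted over the list alone. Eomes, a T-box gene of gastrulation, was among the higher ones (3.46, adjusted p = 1.8e-14), and the signaling gene Fgf8 reached 19.4 ± 8.69 CPM at 96 h. In a principal component analysis of 13438 genes that had passed the test of a change from 0 h, component 1 carried 34.3% of the variance (52.9% with the 1000 genes of highest variance instead). With the 13438 genes, XX libraries moved along it from −76.5 ± 0.826 at 0 h through −49.4 ± 1.3 at 30 h to 68.8 ± 3.2 at 96 h, and XO libraries from −33.7 ± 4.23 through 2.47 ± 2.45 to 101 ± 1.94 (n = 3 each). The single-cell data of embryos were not analysed here.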

**Fig. 3:**
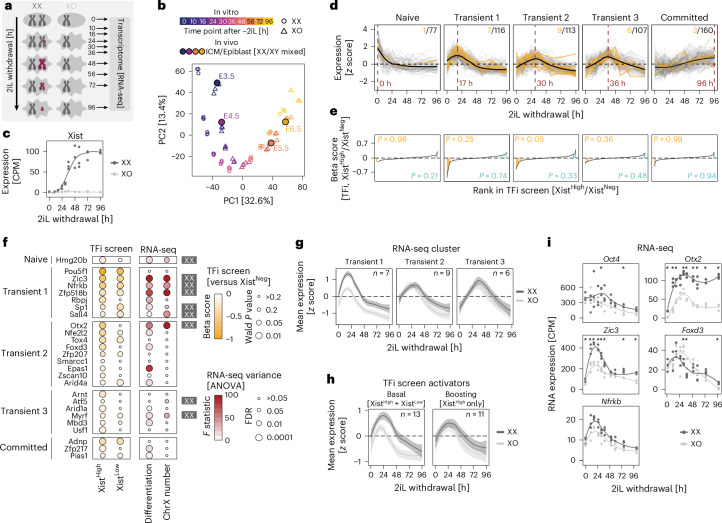
Different groups of Xist activators respond to X-chromosome number and differentiation cues. **a**, Experimental setup used in **b**–**i**. The experiment was performed in three biological replicates. Xist RNA upregulation and spreading along the X chromosome (burgundy) and X-chromosome activity (chromosome size) are indicated. **b**, Joint embedding of the RNA-seq time course (open symbols) with sex-mixed in vivo scRNA-seq data of mouse embryos aggregated at four developmental time points (E3.5–E6.5) in pseudobulk (filled circles)^35^. **c**, Xist expression dynamics. CPM, counts per million. **d**, Clustering of *z*-score-transformed XX expression dynamics for all TF genes included in the TFi screen (details in Supplementary Note 3). Xist activators are shown in orange. The number of genes and activators per cluster (top right) and the time point of maximal expression levels (purple dashed line) are indicated. **e**, Ranked plot depicting TFi screen results (beta score) for all TFs in each cluster. Activators (orange) and repressors (teal) are indicated and enrichment for each class was tested with a one-sided Fisher’s exact test (*P* value indicated). **f**, Dot plot summarizing the TFi screen results and RNA-seq analysis for all Xist activators identified in the TFi and TFiMini screens. Left: statistics (MAGeCK mle, Wald *P* value) and effect size (beta score) for the Xist^High^ versus Xist^Neg^ and Xist^Low^ versus Xist^Neg^ comparisons (yellow). Right: contribution of differentiation or X-chromosome number to the expression variance in the RNA-seq time course (two-way ANOVA) (red). The directionality for the X-chromosome effect is indicated next to the plot (FDR ≤ 0.05). **g**,**h**, The *z*-score-transformed RNA-seq expression dynamics of Xist activators in XX and XO cells grouped according to RNA-seq analysis (**g**; transient clusters) or TFi screen results (**h**). A smoothed average across all genes in the group (line) and a 95% confidence interval (shaded backdrop) are shown. **i**, RNA-seq dynamics of selected Xist activators. Differential expression between XX and XO cells is indicated by a black asterisk (DESeq2, Wald FDR < 0.05)^53^. In **c**,**i**, the lines represent a smoothed average of three replicates across all time points. Source data

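Xist, the noncoding RNA that silences the X chromosome (chromosome X, 103460366 to 103483254), was low but present in XX cells at 0 h, with 1.46 ± 0.557 CPM against 0.408 ± 0.278 CPM in XO cells (n = 3 each; log2 fold change 1.91, edgeR adjusted p = 0.035). It did not rise detectably in XX cells by 10 h (1.75 ± 0.623 CPM; 0.34 against 0 h, adjusted p = 0.75). It reached 4.24 ± 2.18 CPM at 16 h (1.51, adjusted p = 0.0097) and 14 ± 4.33 CPM at 24 h (3.21, adjusted p = 1.1e-08). In CPM, the largest step between neighboring time points was from 30 h (21.8 ± 2.21 CPM) to 36 h (65.2 ± 8.74 CPM). From 48 h onward the XX means lay between 81.9 ± 25.9 CPM at 56 h and 99.2 ± 4.12 CPM at 96 h. XO cells showed a small, passing rise to 3.13 ± 0.694 CPM at 36 h (n = 2; 3.03 against 0 h, adjusted p = 0.00062) and were back at 0.595 ± 0.36 CPM by 96 h. At that point the lines were 7.21 apart on the log2 scale (adjusted p = 2.6e-16).

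**Figure D1:**
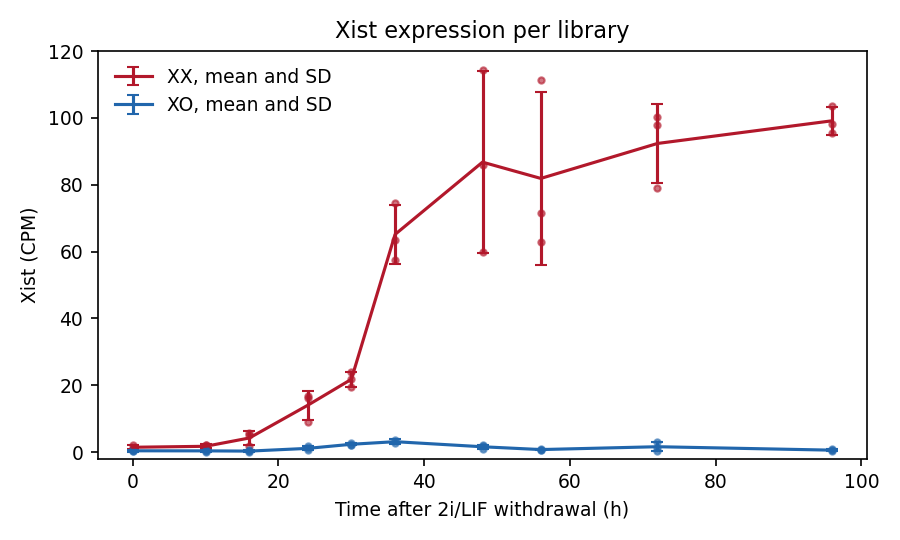
Xist expression in CPM in each of the 30 XX and 29 XO libraries against time after 2i/LIF withdrawal. Points are libraries, lines join the group means, and error bars are the standard deviation over 3 replicates (2 for XO cells at 36 h).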

To assess the expression dynamics of the identified Xist regulators, we grouped all TF genes targeted by the TFi Lib according to their expression patterns (naive, transient or committed) (Fig. 3c,d). 

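Single TF genes show the naive and the transient pattern. The naive factor gene Klf4 declined early in XX cells, from 328 ± 21.2 CPM at 0 h to 127 ± 10.3 at 10 h and 14.6 ± 1.68 at 96 h. Epas1, for a hypoxia-inducible TF, rose and fell, from 23.9 ± 1.55 CPM to 91.2 ± 15 at 24 h and 5.6 ± 0.205 at 96 h. Myrf, for a membrane-bound TF, peaked later, at 48.7 ± 3.94 CPM at 36 h after 0.175 ± 0.0505 at 0 h (n = 3 each). Placing 565 TF genes by the time of the highest XX mean and the shape of both courses put 90 in the naive group, 140 in Transient 1, 70 in Transient 2, 120 in Transient 3 and 145 in the committed group. Of these, 386 fall in the group listed in the paper's source data, and 446 do when the time of the highest mean over both lines is used. Both Transient 1 and Transient 2 hold genes with the highest XX mean at 10 to 30 h, so these names do not mark a peak time here. Among the 26 Xist activators, 18 have the paper's group.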

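The Xist repressors with an early decline include factors of the naive state. Klf4 had its highest XX mean at 0 h, and Klf5, for a related zinc-finger factor, fell from 423 ± 31.1 CPM at 0 h to 77.8 ± 8.85 at 36 h and 53.2 ± 13.7 at 96 h (n = 3 each). Hes1, an effector gene of NOTCH signaling on chromosome 16, dropped from 56.8 ± 14.9 CPM to 3.95 ± 1.14 at 36 h and recovered to 35.8 ± 7.96 by 96 h. With Grhl3, Smad7 and the X-linked Zfp280c they make 6 of 24 repressors in the naive group of 90 genes (one-sided Fisher's exact test, p = 0.167). By the paper's memberships, 5 of 24 are in a naive group of 77 among 567 TF genes (Fisher's exact p = 0.216). Between the lines, 12 of 24 repressors were higher in XX cells, 4 were lower and 8 were not past the test, and 13 and 4 adjusted over the list alone. Klf4 had the largest excess in XX cells (log2 fold change 1.31, adjusted p = 1.83e-25). Zfp280c was lower in XX cells, unlike most X-linked genes (−0.57, adjusted p = 6.77e-08), and so was the growth regulator gene Myc (−0.96, adjusted p = 6.49e-06).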

As expected, Xist repressors were most strongly enriched in the naive cluster (*P* = 0.21, Fisher’s exact test; Fig. 3e and Extended Data Fig. 5b), which is downregulated when Xist is upregulated (Fig. 3c,d). Xist activators, on the other hand, were almost exclusively present in the three transient clusters (*P* = 0.05–0.36; Fig. 3d,e).

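Xist activators are spread over the early and middle part of the time course. With genes placed by their XX and XO courses, 20 of 26 activators lie in the transient groups, which hold 330 of 565 TF genes (one-sided Fisher's exact test, p = 0.0365). Without XO replicate 2 the count is 20 as well and the exact p = 0.0695. By single group, 12 activators are in Transient 1 (exact p = 0.0125), 1, the chromatin factor gene Tox4, is in Transient 2 (p = 0.97), and 7 are in Transient 3 (p = 0.304). Hmg20b, Nfe2l2 and Zfp207 had their highest XX mean in naive cells, and Adnp, Pias1 and Zfp217 were placed in the committed group. By the paper's memberships 22 of 26 are in the transient groups (exact p = 0.00371), with 7 in Transient 1 (p = 0.246), 9 in Transient 2 (p = 0.0511) and 6 in Transient 3 (p = 0.364). The groups come from these same libraries, so they are not independent evidence of when an activator is expressed.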

Notably, most basal activators (enriched in Xist^High^ and Xist^Low^), including the top-scoring basal Xist regulators OCT4, ZIC3 and NFRKB, were part of the earliest transient cluster (Transient 1, maximal expression at 17 h; Fig. 3f, yellow), which peaked before Xist upregulation. 

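Basal activators did not share a single peak time. Nfrkb, for a subunit of the INO80 chromatin remodeler (chromosome 9, 31386192 to 31421333), rose from 9.9 ± 1.62 CPM at 0 h to 21.5 ± 1.41 at 16 h and fell to 6.01 ± 0.302 by 96 h in XX cells (n = 3 each). Pou5f1, which encodes OCT4 (chromosome 17, 35506018 to 35510772), varied widely between replicates, with 419 ± 78.7 CPM at 0 h, 513 ± 362 at 16 h and a highest mean of 538 ± 76.2 at 30 h. Of 13 basal activators, 7 were placed in Transient 1 (one-sided Fisher's exact test, p = 0.0218), and 6 are in it by the paper's memberships (p = 0.028). The enrichment was lost when genes were placed by the highest mean over both lines (3 of 13, exact p = 0.466) or by k-means on XX means alone (5 of 13, p = 0.0741). The median basal activator had its highest XX mean at 24 h, and 8 of 13 had reached it by then.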

Boosting factors, by contrast, were mostly found in the later transient clusters 2 (maximal expression at 30 h) and 3 (maximal expression at 36 h) (Fig. 3f, yellow). 

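Otx2, a homeobox gene of the epiblast (chromosome 14, 48657677 to 48673819), went from 18.9 ± 0.704 CPM at 0 h to 95.2 ± 10.5 at 10 h and peaked at 121 ± 3.75 at 30 h in XX cells. In XO cells it started lower and stayed lower, going from 2 ± 0.408 to 20.7 ± 5.34 at 10 h and 70.1 ± 6.93 at 30 h (n = 3 each). Arid1a, for a subunit of the BAF chromatin remodeler, and the basic helix-loop-helix genes Arnt and Usf1 were placed in Transient 3. Of 11 boosting factors, 4 were in Transient 2 or 3 (one-sided Fisher's exact test, p = 0.537) and 5 in Transient 1 (p = 0.109) when genes were placed by both courses. Otx2 is among those in Transient 1 despite its peak at 30 h. This placing therefore does not show that boosting factors peak early. By the paper's memberships, 8 of 11 are in Transient 2 or 3 (exact p = 0.0223), and by the highest mean over both lines 7 are (p = 0.12).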

To systematically assess which factors were affected by differentiation and X-chromosome number, we performed an analysis of variance (ANOVA) (Fig. 3f, red, and Extended Data Fig. 5c). Of 26 identified Xist activators, 18 responded significantly to differentiation, whereas nine were affected by X-chromosome number.

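Most Xist activators respond to differentiation. The edgeR quasi-likelihood test called a change over time for 23 of 26 activators, all but Tox4, Arnt and Smarcc1. It called a difference between XX and XO cells for 13, of which 12 were higher in XX cells and 1, the BAF subunit gene Smarcc1, was lower (−0.17, adjusted p = 0.00743). Adjusted over the list alone the numbers are 12 and 1. The largest differences were those of Otx2 (log2 fold change 1.53, adjusted p = 1.22e-30) and Atf5 (0.91, adjusted p = 4.84e-06). The list as a whole was shifted toward XX cells (mean 0.23, camera adjusted p = 0.014, and 0.019 with an estimated correlation). Of 14 settings, the call of Arid4a ended in 6, and that of Smarcc1 ended without the XX replicate 1 libraries of 0 to 56 h (adjusted p = 0.057). The course over time itself differed between the lines for 4 activators, among them Otx2 (adjusted p = 1.8e-10) and the forkhead gene Foxd3 (adjusted p = 0.00017).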

Interestingly, the majority of activators in the earliest cluster (transient 1) exhibited XX-biased expression, whereas the regulators in the later clusters (transient 2 and 3) did not (Fig. 3f,g and Extended Data Fig. 5d). This pattern was also reflected in the two activator groups from the TFi screen; basal activators were expressed in an XX-biased manner, whereas most boosting factors were not (Fig. 3h,i and Extended Data Fig. 5d). These trends were confirmed in vivo and in a different dataset (Extended Data Fig. 5e,f). 

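By the paper's memberships, every activator of the earliest cluster, Transient 1, was expressed more highly in XX cells. Zfp518b, for a zinc-finger protein, had a log2 fold change of 0.55, adjusted p = 7.05e-12, and Pou5f1 of 0.47, adjusted p = 0.0088. Nfrkb (0.37, adjusted p = 3.18e-05), the pluripotency TF gene Sall4 (0.32, adjusted p = 2.06e-06) and the GC-box TF gene Sp1 (0.13, adjusted p = 0.0084) were among the others. The mean of the 7 was 0.39 (camera adjusted p = 0.0028, and 0.019 with an estimated correlation), and all 7 were higher adjusted over the list alone. The call of Pou5f1 ended without XX replicate 1 (adjusted p = 0.11), without XO replicate 2 (adjusted p = 0.07) and without the XX replicate 1 libraries of 0 to 56 h (adjusted p = 0.054). That of Sp1 ended in 5 of 14 settings. Of the activators placed in Transient 1 by their XX and XO courses, Foxd3 (0.06, adjusted p = 0.676) and the zinc-finger gene Zscan10 (0.20, adjusted p = 0.0949) were not past the test. In the paper's Transient 2, 3 of 9 activators were higher, 1 was lower and 5 were not past the test, the same adjusted over the list alone. In its Transient 3, 1 of 6 was higher and 5 were not past the test, also over the list alone, with a mean of 0.15 and a median of −0.05. By the same memberships, Transient 1 exceeded the 15 later activators by 0.21 (two-sided exact permutation test over genes, p = 0.3). The difference was 0.35 by medians (exact p = 0.031) and 0.3 without Otx2 (exact p = 0.023), a setting chosen after the data were seen. The clusters were formed on these libraries, so their averages are not independent evidence.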

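Neither screen group stood out from the other genes tested by its shift toward XX cells once adjusted over lists (camera), though both were past a test against no change (fry), and the difference between the groups was not past its test. Of 13 basal activators, 7 were higher in XX cells, 0 were lower and 6 were not past the test (mean 0.228, camera adjusted p = 0.059, and 0.088 with an estimated correlation). Of these 6, Zfp207 (−0.09, adjusted p = 0.089) was called lower in 6 of 14 settings, and Myrf higher in 1. Of 11 boosting factors, 4 were higher, 0 lower and 7 not past it (mean 0.202, camera adjusted p = 0.083, and 0.088 with an estimated correlation). The counts are the same adjusted over the list alone. Of the 7 boosting factors not past the test, some were called in other settings. Arid1a (−0.12, adjusted p = 0.11) was called lower in 3 of 14 and Mbd3 (−0.1, adjusted p = 0.1) lower in 2. Zscan10 (0.2, adjusted p = 0.095) was called higher in 2. Basal factors near equality included the homeobox gene Adnp (−0.01, adjusted p = 0.941), Nfe2l2, for the oxidative stress TF NRF2 (−0.04, adjusted p = 0.599), and Tox4 (0.02, adjusted p = 0.86). After Otx2, the boosting factors called were Hmg20b, for a subunit of the LSD1 corepressor complex (0.45, adjusted p = 1.34e-05), Rbpj, for the DNA-binding partner of NOTCH (0.27, adjusted p = 2.55e-04), and Epas1 (0.17, adjusted p = 0.0187). The call of Epas1 ended in 5 of 14 settings, and the median boosting factor was at 0.06. The difference of the means, basal minus boosting, was 0.025 (two-sided permutation test over genes, p = 0.92). Without Otx2, an alternative chosen after seeing the data, it was 0.16 (permutation p = 0.098).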

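Some Xist activators, such as Epas1 and Myrf, rose and fell again in XX cells within the time course. A rise was read as higher expression at 16 to 36 h than at 0 h, and a fall as lower expression at 72 and 96 h. In all, 5 of 26 activators passed both tests, against 50 of 536 other TF genes (one-sided Fisher's exact test, p = 0.099). Epas1 had the largest excess of the window over the late time points (log2 fold change 3.25, adjusted p = 3.6e-27), and Myrf the largest over 0 h (7.41, adjusted p = 2.6e-11). Otx2 rose (2.39, adjusted p = 3.1e-19) without a detectable fall afterward (−0.14, adjusted p = 0.23). Zfp518b (−0.05, adjusted p = 0.84) and Pou5f1 (0.05, adjusted p = 0.95) were not above their 0 h level in the window. Without the low-count filter the count was 6 of 26 (exact p = 0.0099), and it was 3 without XX replicate 1 and without XX replicate 2.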

Taken together, we found that Xist activators are transiently upregulated at the onset of XCI. Basal activators identified in the screens were generally upregulated early (before Xist upregulation) and often exhibited XX-biased expression. These factors might, thus, contribute to female-specific Xist upregulation. 

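Some basal activators had risen by 24 h, when Xist itself was already above its 0 h level, and others had not. At 24 h, 5 of 13 basal activators were above their 0 h level in XX cells, 0 were below and 8 were not past the test (mean 0.778, median 0.172, 7 of 13 positive, camera adjusted p = 0.024, and 0.043 with an estimated correlation), with the same counts adjusted over the list alone. The mean rests in large part on Myrf (log2 fold change 7.20). At 96 h, 3 were above it, 6 below and 4 not past the test, also over the list alone. An excess in XX cells at 0 h was called for 3 basal activators, and 1 was lower. Sall4 stood at 171 ± 29.5 CPM in XX cells at 0 h against 112 ± 17.5 in XO cells, and Zfp518b at 41.7 ± 2.67 against 25.5 ± 6.88 (n = 3 each). From the early and often XX-biased expression of the basal activators, the paper proposes that these factors might contribute to the upregulation of Xist in female cells.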

Boosting factors were upregulated slightly later and responded mostly to differentiation cues.

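Differentiation reached nearly every boosting factor. Of 11, 10 changed over the time course and 4 differed between the lines, and of 13 basal activators 12 and 7 did (edgeR quasi-likelihood test). The BAF subunit gene Arid1a rose by 0.5 on the log2 scale from 0 h to the window of 16 to 36 h (adjusted p = 0.0098), while the oncogene Zfp217 fell by 0.66 (adjusted p = 0.0012). Boosting factors had their highest XX mean at 30.5 h on average and basal activators at 25.2 h. The difference of 5.31 h was not past the test (two-sided permutation test over genes, p = 0.59). It was 13.6 h without XX replicate 2 and −0.965 h without XX replicate 3.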

### Reporter screens uncover functional TF–RE interactions

In the next step, we aimed to dissect how the REs within the *Xist* locus responded to the TFs we identified. We built upon a comprehensive set of REs that regulate Xist, which we previously identified through a noncoding CRISPRi screen^12^. To comprehensively map TF–RE wiring, we developed a CRISPR screen variant using fluorescent RE reporters as screen readout.

We generated RE reporter cell lines for 21 Xist-controlling REs in our XX CRISPRi mES cell line (Fig. 4a,b and Extended Data Fig. 6a). These included 12 activating REs located either close to the *Xist* promoter (proximal) or up to several 100 kb upstream (distal), nine repressive elements^12^ and a control line without RE (noRE). RE sequences were inserted into random genomic positions upstream of an *Fgf4* minimal promoter and a GFP reporter (Fig. 4a).

**Fig. 4:**
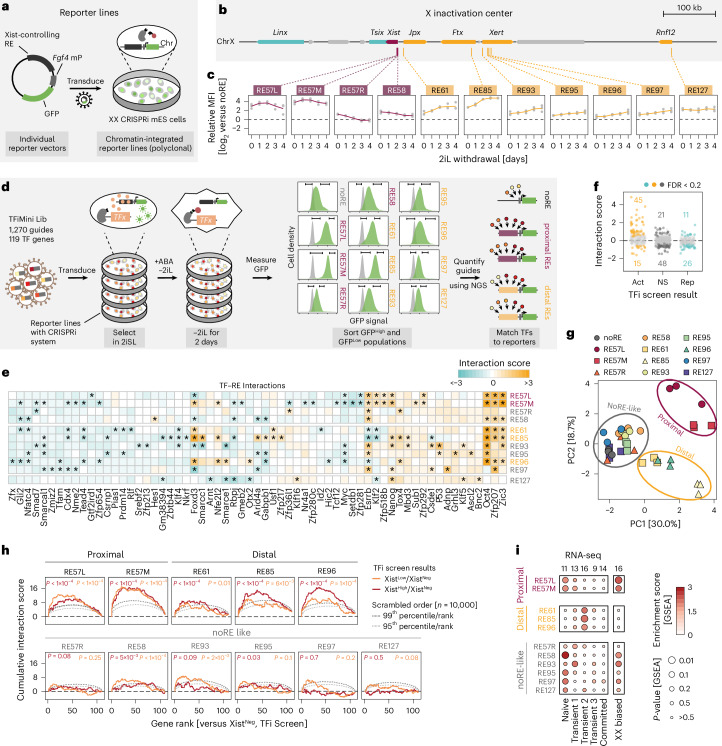
Reporter screens identify functional TF–RE interactions. **a**, Schematic outline of the genomically integrated reporter constructs. **b**, The genomic landscape around the Xist locus with Xist regulators shown in teal (repressive) or orange (activating). **c**, Reporter expression dynamics for selected proximal (burgundy) and distal REs (orange). Relative mean fluorescence intensity (MFI) represents the GFP signal in the reporter line normalized to the noRE control. The mean (line) of *n* = 3 biological replicates (dots) is shown. **d**, Schematic outline of the reporter screens: after TFiMini library transduction, induction of the CRISPRi system (ABA) and differentiation (−2iL), 12 reporter lines are sorted into GFP^High^ (top 10%) and GFP^Low^ (bottom 10%) populations and guide frequencies are quantified by NGS. The screens were performed in three biological replicates. **e**, Heat map displaying interaction scores derived from the reporter screens. Only TF targets with at least one significant interaction (asterisks; Benjamini–Hochberg-corrected two-sided one-sample *t*-test, FDR ≤ 0.2) are shown. Exact *P* values are provided in Supplementary Table 3. **f**, Interaction scores for all assessed TF–RE combinations, with TFs grouped by effect on Xist expression (Act, activator; Rep, repressor) in the TFi screen (Xist^High^ versus Xist^Neg^). Significant interactions (as in **e**) are colored and their number is indicated. NS, not significant. **g**, PCA of the log_2_-transformed fold changes of all TF genes between the GFP^High^ and GFP^Low^ populations per reporter line and replicate. Groups returned by *k*-means clustering are circled. **h**, Cumulative interaction scores for selected reporter screens ordered by the results of the TFi screen. TF genes are ranked from strongest activator to strongest repressor in the Xist^High^ versus Xist^Neg^ (red) and Xist^Low^ versus Xist^Neg^ (orange) comparisons. An empirical *P* value, calculated by comparing the mean score of the cumulative distribution to scrambled rankings (*n* = 10,000 bootstrap samples), is depicted. The 99^th^ (dark gray) and 95^th^ (light gray) percentiles of the bootstrap samples are shown as dotted lines. **i**, Left: dot plot depicting GSEA results, investigating enrichment for expression groups from the RNA-seq time course in the reporter screens (Fig. 3). Right: results for the set of XX-biased factors (Fig.3; ANOVA, FDR ≤ 0.05). Only TFs with at least one significant TF–RE interaction were included in the analysis. The number of TFs in each group is shown above the plot. Source data

To verify that the reporter lines recapitulated the activity of the endogenous REs, we performed a differentiation time course (Fig. 4c and Extended Data Fig. 6b,c) and assessed the correlation of fluorescence intensity with endogenous RE activity, assessed through accessibility (assay for transposase accessible chromatin with high-throughput sequencing (ATAC-seq)) and H3K27ac (cleavage under targets and tagmentation (CUT&Tag)). We decided to focus on activating elements, as the correlation was high (Pearson correlation coefficient, *r* = 0.2–0.6; Extended Data Fig. 6d,e)^12^. These contained four promoter-proximal REs, including the Xist transcription start site (TSS) RE58 and three segments of the RE57 element within *Xist*’s first exon (RE57L/M/R), as well as seven distal REs, including the *Jpx* promoter RE61, the *Ftx*-associated RE85, the Xert-related REs 93 and 95–97 and the *Rnf12* promoter RE127 (Fig. 4b,c)^12^. Similar to the endogenous locus, the proximal REs were already active before differentiation, whereas the activity of the distal REs increased throughout the time course (Fig. 4c).

To map TF–RE wiring, we performed a CRISPRi screen for each reporter using the split dCas9–KRAB system and the TFiMini sgRNA library (Fig. 4d, Extended Data Figs. 7 and 8a, Supplementary Note 1, and Supplementary Table 3). Notably, seven factors, including the strong Xist activator NFRKB, significantly affected the noRE reporter, probably by regulating the minimal *Fgf4* promoter (Extended Data Fig. 8b), and had to be removed from the downstream analyses.

To quantify functional interactions, we defined an interaction score. We computed the *z* score of the log_2_-transformed GFP^High^-to-GFP^Low^ sgRNA ratios and normalized them to the values obtained in the noRE control screen (Supplementary Note 3). In total, the analysis revealed 166 functional TF–RE interactions (false discovery rate (FDR) ≤ 0.2, one-sample *t*-test; Fig. 4e). The number of interactions per RE (5–27) and per TF (1–10) were highly variable (Extended Data Fig. 8c,d). The direction of the identified interactions (activating or repressive) typically matched the results of the TFi screen (Fig. 4f). Moreover, the presence of the cognate TF-binding motif within the RE was associated with an increased interaction score for high-confidence Xist activators (Extended Data Fig. 8e). This suggests that potent Xist activators act in part through direct binding.

High reporter activity appeared to increase screen sensitivity, as the number of identified interactions per RE and the correlation between TF and reporter screen results were increased for high-intensity reporters (Extended Data Fig. 8f,g). Supporting this, principal component analysis (PCA) revealed that only five high-activity reporters were well separated from the noRE control: a proximal cluster containing REs 57L/M and a distal cluster consisting of REs 61, 85 and 96 (Fig. 4g). All of these REs were most strongly activated by OCT4, suggesting that the TF acts as a master regulator of the Xist locus during random XCI (Fig. 4e). Moreover, ZIC3 broadly interacted with the indicated reporters but most strongly with the proximal REs 57M/L. In contrast, OTX2 was specifically enriched for the distal RE96.

To assess whether the TFs interacting with specific REs have distinct functional roles, we integrated reporter and TFi screen data. We ranked TFs on their TFi screen score in the Xist^Low^ (basal activation) or Xist^High^ (boosting factors) populations and plotted cumulative interaction scores for each individual RE (Fig. 4h). Distal REs preferentially interacted with boosting factors, whereas proximal REs responded to both groups. This suggests that the factors controlling distal REs tend to boost Xist levels, whereas those acting on proximal elements also control basal Xist activation.

In the next step, we investigated whether TFs interacting with a specific RE would exhibit distinct expression dynamics. Gene set enrichment analysis (GSEA) showed that interactors of the proximal REs 57L/M were enriched in the naive and transient 1 RNA-seq expression clusters (Fig. 4i). Activating interactions for REs 61, 85 and 96, on the other hand, were enriched for TF genes in the transient 2–3 groups. Importantly, proximal RE activators showed XX-biased expression, whereas distal RE activators did not (Fig. 4i and Extended Data Fig. 8h–j). This suggests that Xist is regulated in two steps. 

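The activators of the promoter-proximal elements with the largest excess in XX cells are naive pluripotency factors. Klf2, for a Krüppel-like factor (log2 fold change 1.07, adjusted p = 7.64e-18), the orphan receptor gene Esrrb (0.93, adjusted p = 6.41e-20) and Nanog (0.88, adjusted p = 8.87e-10) led the list. Of 11 proximal activators, 6 were higher, 0 lower and 5 not past the test (mean 0.41, camera adjusted p = 0.001, and 0.005 with an estimated correlation), and 6 and 0 adjusted over the list alone. Of 15 distal activators, 5 were higher, 2 lower and 8 not past the test (camera adjusted p = 0.099), and 5 and 2 adjusted over the list alone. Their mean was 0.19 and their median −0.04, and their mean was past 0.05 before adjustment over lists with DESeq2's test and with limma's voom. At 0 h the proximal mean was 0.22 (camera adjusted p = 0.23) and the distal mean 0.28 (camera adjusted p = 0.21). At 24 h the proximal mean was 0.44 (camera adjusted p = 0.015, and 0.054 with an estimated correlation) and the distal mean 0.16 (camera adjusted p = 0.68). At 96 h the means were 0.86 (camera adjusted p = 2.4e-07) and 0.4 (camera adjusted p = 0.0032). For the expression of these interacting TF genes in XX and XO cells, the paper used the first 48 h of withdrawal. The 96 h means and the averages over the time course therefore reach past the paper's window.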

Initial binary control is mediated by proximal REs in a sex-biased manner, whereas a subsequent boost to high expression levels relies on distal elements.

### Distinct TFs control Xist activation and expression levels

Our global analyses revealed a pattern where basal activation appeared to be associated with early regulators acting through proximal elements, whereas boosting factors were upregulated later and acted through distal enhancers. To test this emerging model, we chose two early basal activators (NFRKB and ZIC3) and two late boosting factors (OTX2 and FOXD3) for in-depth analysis (Fig. 5a). CasTuner-mediated knockdown achieved 80–95% efficiency and resulted in 2.5–5.5-fold Xist reduction, with minimal cross-regulation between factors (Extended Data Fig. 9a–c). CUT&Tag profiling of active chromatin marks upon knockdown revealed distinct regulatory patterns (Fig. 5b,c and Supplementary Table 4). Whereas knockdown of ZIC3 and NFRKB reduced H3K27ac and H3K4me3 at the Xist promoter, the distal REs were only weakly affected (Fig. 5b,c). Conversely, knockdown of FOXD3 and OTX2 had no effect on the Xist promoter but induced a large reduction in H3K4me1 and H3K27ac at the distal elements (Fig. 5b,c). Interestingly, the knockdown affected all Xert elements (REs 93 and 95–97), whereas the reporter screens only identified interactions with RE96 (Fig. 4e), suggesting crosstalk between REs at the endogenous locus. Nevertheless, our analysis confirmed that the early regulators ZIC3 and NFRKB indeed primarily affect proximal elements, whereas the late factors OTX2 and FOXD3 modulate distal regions.

**Fig. 5:**
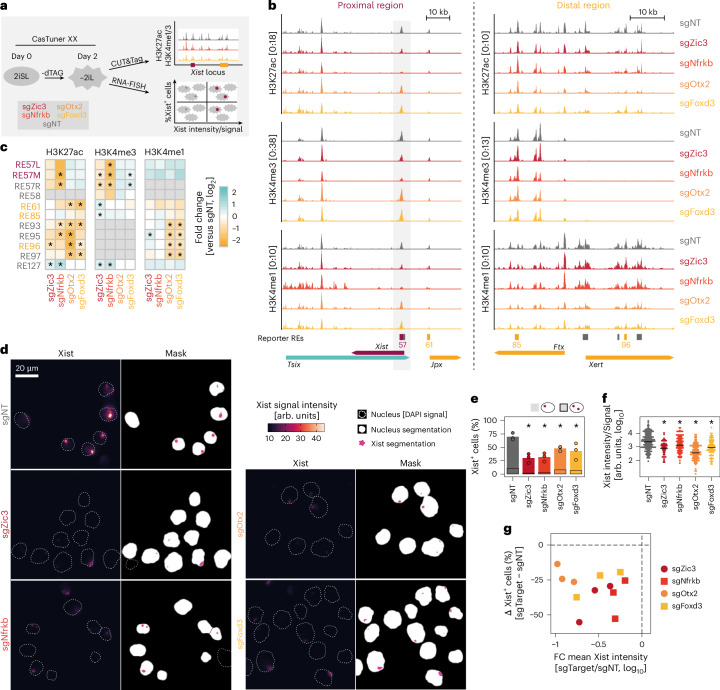
Basal Xist activation and full transcript levels are governed by distinct mechanisms. **a**, Schematic outline depicting the experimental setup: CasTuner lines targeting Zic3, Nfrkb, Otx2 and Foxd3 were differentiated for 2 days and Xist RNA signals and activity of Xist-controlling REs were assayed by RNA-FISH (**d**–**g**) and CUT&Tag (**b**–**c**), respectively. **b**,**c**, Active histone marks following knockdown of different Xist activators. In **b**, the genomic regions around the *Xist* promoter (left) and around enhancers (right) are shown. Three biological replicates were merged for visualization. In **c**, the signal at the REs assayed in the reporter screens in Fig. 4 is quantified. REs with <5 average counts were excluded (gray) and results from a two-sided unpaired *t*-test are shown (asterisks; *P* ≤ 0.05). **d**–**f**, RNA-FISH for Xist upon knockdown of Xist activators, segmented through automated image analysis. Example images and the associated segmentation are shown in **d**. The percentage of Xist^+^ cells (**e**) and the signal intensity within Xist signals (**f**) were quantified. In **e**, the mean (bar) of *n* = 3 biological replicates (circles) is shown. Significance was assessed with a two-sided paired *t*-test (asterisk; *P* ≤ 0.05). In **f**, the replicates were merged while maintaining an equal number of cells per replicate and significance compared to the sgNT control is marked by a black asterisk (two-sided rank-sum Wilcoxon test, *P* ≤ 0.05). The exact *P* values are 0.03, 0.03, 0.04 and 0.04 in **e** and 6 × 10^−30^, 7 × 10^−10^, 4 × 10^−5^ and 9 × 10^−11^ in **f** for Zic3, Nfrkb, Otx2 and Foxd3, respectively. **g**, Differences in Xist^+^ cells (**e**) and mean Xist intensity (**f**) following TF gene knockdown relative to the sgNT control are shown for individual replicates. FC, fold change. Source data

To assess whether the observed interactions are mediated by direct binding, we reanalyzed public chromatin immunoprecipitation sequencing (ChIP-seq) datasets for ZIC3, OTX2 and FOXD3 in differentiating (male) mES cells (Extended Data Fig. 9d,e). We detected no FOXD3 binding at the *Xist* locus, suggesting indirect regulation. ZIC3 and OTX2 showed binding to proximal (RE57) and distal (REs 93 and 95–97) elements, respectively, in general agreement with our results. However, OTX2 occupied all *XertE* REs (Extended Data Fig. 9e) but interacted only with RE96 in the reporter screen (Fig. 4e), suggesting again crosstalk between neighboring REs. Given that some of the regulatory interactions we observed appear to be indirect, we analyzed genome-wide chromatin changes upon knockdown to examine effects on cell state (Extended Data Fig. 9f–h). Whereas NFRKB and ZIC3 had smaller effects (1,000–3,000 peaks affected), FOXD3 knockdown caused widespread changes (8,000–15,000 peaks affected) and impaired differentiation^37^, explaining its indirect regulation of Xist.

To test whether the selected factors have functionally distinct roles in Xist regulation, we assessed Xist expression upon knockdown at the single-cell level through RNA fluorescence in situ hybridization (FISH). Through automated image analysis, we quantified the fraction of Xist-expressing cells (frequency) and the amount of Xist RNA per chromosome (intensity). Whereas all four factors reduced both frequency and intensity, the relative contributions of the two modalities to the total knockdown effect were variable (Fig. 5d–g, Extended Data Fig. 9i and Supplementary Table 4). The early factors ZIC3 and NFRKB had a more pronounced effect on frequency compared to the late factors, confirming a role in basal Xist activation. Signal intensity was affected most strongly by the late factor OTX2, whereas the knockdown of the early factor NFRKB had minimal effects.

These analyses suggest that basal Xist activation and high expression levels can be controlled independently from each other. Basal activators control initial upregulation, potentially dependent on X-chromosome number. Subsequently, high expression levels are obtained by activation of distal REs within *Jpx*, *Ftx* and *Xert* by a second wave of late TFs, which include OTX2.

### Distal REs are required for efficient silencing during XCI

As our analyses suggested that high Xist expression levels are controlled by a dedicated regulatory axis, we speculated that they might be required for complete Xist-mediated gene silencing. To test this hypothesis we used a homozygous Δ*Ftx*–*Xert* deletion line, which lacks most of the distal REs that boost Xist expression^12^. This deletion reduces Xist levels ~2–3-fold, with a minimal effect on Xist^+^ cell frequency^12^, resembling the effect of targeting the same REs by CRISPRi (Extended Data Fig. 10a–d). To quantify chromosome-wide Xist-mediated silencing, we performed allele-specific scRNA-seq for the Δ*Ftx*–*Xert* line and a wild-type control on day 4 of differentiation, analyzing 502 cells with a median coverage of 55 X-chromosomal genes per cell (Fig. 6a,b, Extended Data Fig. 10e–g and Supplementary Table 5). As expected, the fraction of Xist^+^ cells was slightly reduced in the Δ*Ftx*–*Xert* deletion line (63.5% versus 45.4%; Fig. 6c), whereas Xist levels within Xist^+^ cells were diminished (fold change of the median = 2.01; Fig. 6d). We identified the inactive X (Xi) in each cell (Supplementary Note 3) and calculated the fraction of reads arising from the Xi (chrX allelic fraction) as a measure of silencing efficiency (Fig. 6e and Extended Data Fig. 10h,i). Compared to wild-type cells, silencing was significantly attenuated in the deletion line (median: 0.43 versus 0.30; Fig. 6e).

**Fig. 6:**
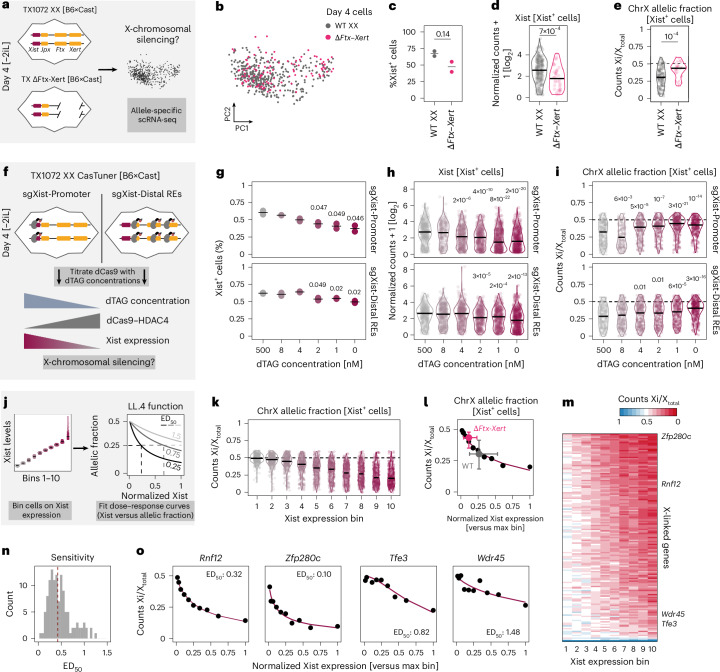
Distal REs are required for efficient silencing during random XCI. **a**, Experimental setup used in **b**–**e**. **b**, PCA depicting the transcriptomes of wild-type (WT) and Δ*Ftx*–*Xert* cells. **c**, Percentage of Xist^+^ cells (>0 counts). The mean (line) of *n* = 2 replicates (dots) is shown. Significance was assessed using a two-sided unpaired *t*-test (*P* ≤ 0.05). **d**,**e**, Xist levels (**d**) and ChrX allelic fraction (**e**) within Xist^+^ cells. Replicates were merged, resulting in 250 and 49 wild-type and Δ*Ftx*–*Xert* cells in **d** and 175 and 32 wild-type and Δ*Ftx*–*Xert* cells in **e**, with the median indicated as a black line. The *P* value of a two-sided rank-sum Wilcoxon test is indicated. **f**, Experimental outline used in **g**–**o**, where Xist levels are titrated with CasTuner, with guides targeting the *Xist* TSS (sgXist-Promoter) or REs 61, 85, 93 and 96 (sgXist-Distal REs). **g**–**i**, As in **c**–**e**, but for the Xist titration experiment: percentage of Xist^+^ cells (**g**), Xist levels (**h**) and ChrX allelic fraction in Xist^+^ cells (**i**). Only *P* values < 0.05 for comparison with the 500 nM dTAG condition are indicated in the plots. **j**, Schematic outline of the dose–response analysis of the Xist titration experiment. Monoallelic Xist^+^ cells were grouped according to Xist expression and a four-parameter log-logistic function was used to estimate for each gene the relative Xist level, where allelic expression is reduced by 50% (ED_50_). **k**, As in **e**,**i**, but for the Xist expression bins. **l**, Dose–response analysis comparing allelic fraction of the entire X chromosome to normalized Xist expression (dots), fitted using a four-parameter log-logistic function (line). The median values (big dots) and 25^th^ and 75^th^ percentiles (error bars) are shown for the WT (gray) and the Δ*Ftx*–*Xert* deletion line (pink) from **a**–**e**. **m**, Allelic fraction of individual genes across the Xist expression bins. **n**, Histogram of ED_50_ values for individual genes, excluding escapees (121 genes). The median ED_50_ (0.46) is indicated (dashed line). **o**, Example dose–response curves for individual genes. Source data

To directly test whether reduced Xist levels cause silencing defects, we performed a second scRNA-seq experiment, titrating Xist levels on day 4 of differentiation using our CasTuner system, targeting the Xist TSS or distal REs (Fig. 6f, Extended Data Fig. 10j–o and Supplementary Table 5). We captured 10,993 cells across multiple dTAG concentrations, generating a range of Xist expression levels that correlated with silencing efficiency (Fig. 6g–i). Binning cells by Xist expression revealed a dose-dependent relationship between Xist levels and silencing, with high sensitivity at the low Xist levels observed in the ΔFtx–Xert mutant (Fig. 6j–l, pink).

Individual gene analysis revealed variable dose sensitivity. We fitted dose–response curves and used the median effective dose (ED_50_) parameter, reflecting the normalized Xist level at which allelic expression is reduced by 50%, as a measure of sensitivity (Fig. 6j). Whereas the median ED_50_ was 0.46, indicating that most genes are partially silenced at wild-type Xist levels, some required higher levels for silencing (ED_50_ > 1) (Fig. 6m–o and Extended Data Fig. 10p,q). The latter tended to be silenced more slowly in a previous time-course analysis^38^ and were located further from Xist on the X-chromosome (Extended Data Fig. 10r–u).

By titrating Xist levels, we showed that silencing increases gradually with increased expression, without a strict threshold. Analysis of a mutant lacking distal REs revealed that the resulting reduced Xist RNA levels lead to a silencing defect. Our results, thus, showed that the activity of distal REs is critical for efficient X-chromosomal silencing across a cell population.

## Discussion

Here, we used a combination of pooled CRISPR screens to systematically characterize input decoding by an entire developmental gene locus. First, we comprehensively identified the *trans*-regulators of Xist at the onset of random XCI using traditional CRISPRi screens and detected a set of previously unknown regulators. We then linked the identified TFs to Xist-controlling REs through several CRISPR screens with fluorescent RE reporters as the phenotypic readout. By integrating the screen results with TF gene expression patterns, we showed that Xist is activated during formative pluripotency in a two-step process, where two functionally distinct groups of Xist regulators are sensed by different RE classes. Whereas high Xist levels are driven by boosting factors through distal enhancers, initial Xist upregulation is governed by a set of XX-biased basal activators that primarily control promoter-proximal REs (Fig. 7).

**Fig. 7:**
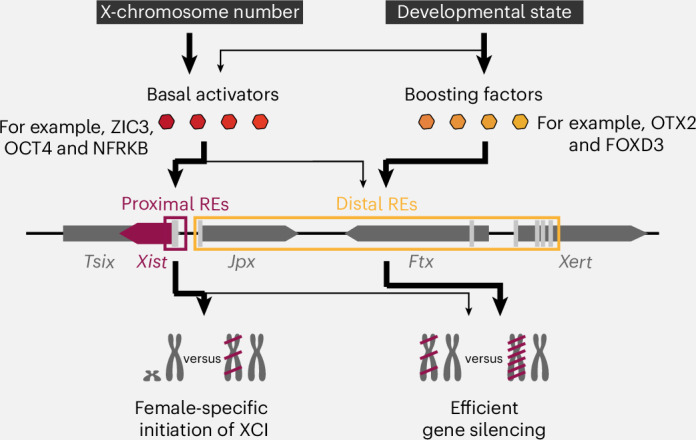
Signal integration at the *Xist* locus. Schematic depicting the regulatory logic at the Xist locus during random XCI. The X-chromosome number drives female-specific initiation of XCI through the activation of proximal REs by basal activators. The developmental state is additionally sensed by distal REs through boosting factors and promotes high Xist levels that are required for efficient gene silencing.

Several of the previously unknown Xist activators we identified, including ZIC3, OTX2 and FOXD3, have been implicated in the exit from the pluripotent state^30,31,39^. This suggests a tight coupling of this developmental transition and XCI establishment. OTX2 and FOXD3 are essential for embryonic development, as their absence results in embryonic lethality around gastrulation^40,41^, whereas absence of ZIC3 results in nonlethal developmental defects^42^.

Basal activators are expressed in an XX-biased manner before initial Xist activation, potentially contributing to female-specific expression. One of these factors is ZIC3, a TF encoded on the X chromosome. Similarly to RNF12, ZIC3 might act as a dose-sensitive X-linked Xist activator, proposed to drive female specificity of Xist expression^21,22^. ZIC3 binds the proximal RE57 in close proximity to the established Xist regulators YY1 and REX1 and may, thus, cooperate with them to establish the correct Xist expression pattern^19,20,31^.

Boosting factors maximize Xist expression by preferentially interacting with the distal Xist REs within *Jpx*, *Ftx* and *Xert*, which are insensitive to X-chromosome number^12^. Accordingly, their expression levels are unaffected by the number of X chromosomes in the cell. Boosting factors are mostly dispensable for basal Xist activation but drive high expression levels, which we showed guarantees efficient X inactivation, in agreement with recent findings that Xist RNA levels determine the extent of gene silencing^43–45^. Whether additional factors maintain Xist expression at later time points remains an open question, as our screens were performed during XCI initiation. Their transient upregulation might function to ensure particularly high Xist levels to initiate silencing, whereas lower levels might be sufficient to maintain XCI.

In our proposed model, Xist upregulation occurs in two distinct stages, each controlled by different activator groups. Our model parallels a previous study, where two TFs at different developmental stages work together to ensure lineage-specific expression of the *lsy-6* gene in *Caenorhabditis* *elegans*^46^. An initial ‘priming’ step by the early activator keeps the locus accessible and sensitive to a later regulator that drives high transcript levels. This mirrors our finding that basal activators primarily promote an active chromatin state of the *Xist* promoter region. One such activator, NFRKB, like the established Xist activator YY1, functions as a subunit of the INO80 chromatin remodeling complex^20,32^, likely maintaining promoter accessibility. A similar association of proximal elements with binary gene control was described for the *Rex1* gene in mice^47^. It is expressed in pluripotent cells but later silenced by promoter DNA methylation, making it insensitive to distal REs. Another example is the *Pitx1* locus during limb development, where expression is reduced by 35–50% upon deletion of the distal enhancer *Pen*, whereas the number of PITX1-positive cells is only decreased by 8–17%, supporting a primary role for *Pen* in boosting expression levels^48,49^. It will be an intriguing question for future studies whether the principle that basal activation and transcriptional boosting are mediated by proximal and distal regulatory regions, respectively, applies more broadly to developmental gene regulation. Moreover, are TFs specialized for binary or gradual control and do they then preferentially bind proximal and distal REs, respectively?

In our study, we developed an approach to investigate developmental gene regulation in a locus-wide fashion. Our reporter screens present a valuable tool for assaying single loci, where the number of regions of interest is limited. We assayed 1,210 TF–RE combinations and detected a total of 166 interactions. Importantly, these regulatory links represent functional interactions and not correlations or TF binding but include indirect interactions. The in-depth characterization of a single *cis*-regulatory landscape also enables a direct comparison of RE characteristics within the endogenous locus and within an ectopically inserted reporter cassette. At the *Xert* locus, TF interactions diverge between the two conditions. Whereas OTX2 knockdown affects four distal REs (93 and 95–97) endogenously, only RE96 responds in reporters, suggesting hierarchical regulation where RE96 activates neighboring enhancers.

This regulatory relationship is reminiscent of the *Pen* enhancer at the *Pitx1* locus and of facilitator elements recently described at the α-globin locus, which can potentiate nearby enhancers^48,50^. A possible approach to further scale up TF–RE mapping is the use of amplicon RNA-seq as a phenotypic readout instead of reporter fluorescence. Whereas the first steps toward that goal have recently been taken, the sensitivity and reliability of this approach remain to be investigated^51^. It might also overcome the challenge to identify regulators of REs that drive only low reporter activity. In our assay, the number of identified interactions increased with the reporter strength. It remains unclear whether this observation stems from technical limitations or from inherent biological differences, where stronger REs are generally regulated by more TFs. Lastly, our approach identifies functional interactions but cannot easily distinguish direct from indirect effects for individual TF–RE links. This limitation could be alleviated through systematic integration of information on TF binding. Recent studies developed a massively parallel binding assay and a multiplexed version of ChIP-seq (ChIP-DIP) that might fill that gap in the future^9,52^.

## Methods

### Cell lines

The female mES cell line TX1072 (clone A3) is an *F*_1_ hybrid cross between C57BL/6 (B6) and CAST/EiJ (Cast) mouse strains. It carries a doxycycline-inducible promoter in front of the Xist gene on the B6 allele and an rtTA insertion at the *Rosa26* locus^54^. 

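Chromosome dosage is visible in the RNA of both lines. X-linked genes were higher in XX than in XO cells by a median log2 fold change of 0.693 over 316 genes with a mean of at least 10 CPM (83.5% positive). Genes on chromosome 16 had a median of −0.451 over 281 genes (11.4% positive). The shift covers most of each chromosome. Among 10 Mb windows with at least 10 genes, medians were above 0 in 12 of 12 on the X chromosome (0.274 to 0.965) and in 0 of 8 on chromosome 16 (−0.671 to −0.319). Of the X windows with fewer genes, those at 110 to 120 Mb (−0.094 over 5 genes) and at 120 to 130 Mb (−0.132 over 4 genes) lay below 0. Relative to the mean of the other line, every one of 30 XX libraries lies above 0 for the X chromosome (0.467 to 0.809), and every one of 29 XO libraries for chromosome 16 (0.417 to 0.551). All 7 genes known to escape X inactivation were higher in XX cells, also adjusted over the list alone (mean 0.76, camera adjusted p = 2.8e-11). Among them were Eif2s3x, for a translation initiation factor (1.31, adjusted p = 6.98e-18), and the histone demethylase genes Kdm5c (1.00, adjusted p = 1.39e-22) and Kdm6a (0.86, adjusted p = 1.09e-20). The largest X-linked differences were in Xlr genes, of which Xlr3c had a log2 fold change of 7.47, adjusted p = 5.96e-47. These genes are near-identical copies that share reads, so the value of a single copy is uncertain.

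**Figure D2:**
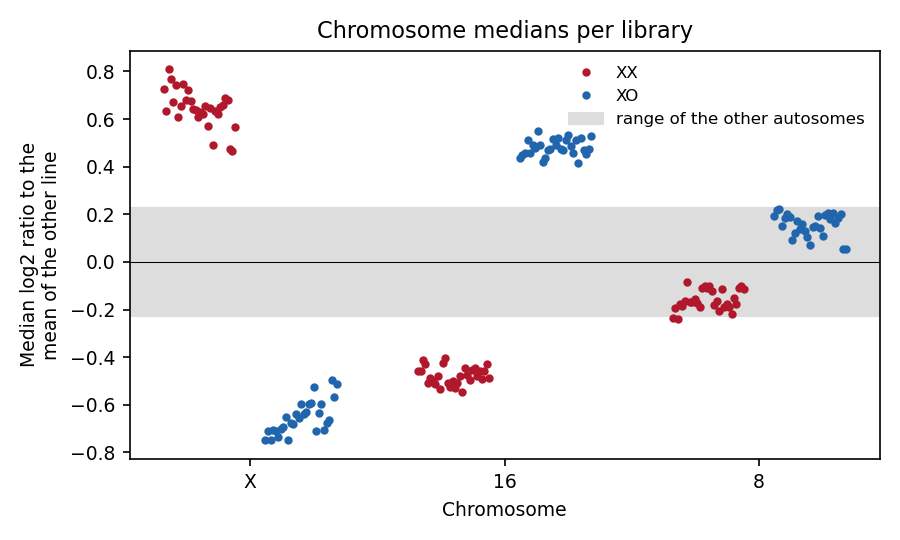
Median log2 ratio of each library to the mean of the other line at the same time point for genes on chromosomes X, 16 and 8. The gray band is the range of the other autosomes.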

The TX1072 XO line (clone B7) has lost the B6 X chromosome and is trisomic for chromosome 16 (ref. ^55^). The TX Δ*Ftx*–*Xert* line (clone F9) carries a homozygous deletion spanning the activating REs in *Ftx* and *Xert* (RE85–RE97)^12^. The female TX SP107 cell line (clone B6) stably expresses a split CRISPRi system, consisting of PYL1-KRAB-IRES-Blast and ABI-tagBFP-SpdCas9. Dimerization of the PYL1 and ABI domains was induced by the addition of 100 µM ABA to the cell culture medium 24 h before differentiation^12^. The female TX SP427 (clone B2) carries the CasTuner CRISPRi system, based on an HDAC4 domain fused with the conditional degron domain FKBP12-F36V. The cell line was generated by *PiggyBac*-mediated transposition of the TX1072 A3 line with the pSLPB2B-FKBP12_F36V-hHDAC4-SpdCas9-tagBFP-PGK-Blast plasmid (Addgene, 187956)^29^. To ensure continuous degradation of the dCas9–HDAC4 fusion protein, the cell line was cultured in the presence of 500 nM dTAG-13 (Tocris). The system was induced by removal of dTAG-13 from the medium 48 h before differentiation. The Lenti-X 293T cell line (Takara) was used for lentiviral packaging. All ES cell lines were karyotyped by shallow DNA sequencing, which confirmed a correct karyotype unless otherwise specified. The sources of all cell lines are listed in Supplementary Table 6.

### mES cell culture and differentiation

TX1072 mES cells and derived mutant lines were cultured on 0.1% gelatin-coated flasks in serum-containing medium supplemented with 2i and LIF (2iSL conditions) (DMEM (Sigma), 15% ES cell-grade FBS (Gibco), 0.1 mM β-mercaptoethanol, 1,000 U per ml LIF (Millipore), 3 mM GSK3 inhibitor CT-99021 and 1 mM MEK inhibitor PD0325901 (Axon)). The cells were cultured at a density of 4 × 10^4^ cells per cm^2^ and passaged every second day. If not stated otherwise, differentiation was induced at a density of 2.1 × 10^4^ cells per cm^2^ on 10 µg ml^−1^ fibronectin (Merck or Corning) through 2i/LIF withdrawal (−2iL conditions) (DMEM, 10% FBS (Gibco) and 0.1 mM β-mercaptoethanol). For the CRISPR screens, differentiation was induced at a density of 3.6 × 10^4^ cells per cm^2^. To differentiate towards EpiLC fate, cells were cultured in serum-free N2B27 medium (50% neurobasal medium (Gibco), 50% DMEM/F12 (Gibco), 1× GlutaMAX (Thermo Fisher), 0.1 mM β-mercaptoethanol (Sigma), 0.5× N2 (Thermo Fisher) and 0.5× B27 (Thermo Fisher)), supplemented with 20 ng ml^−1^ activin A (StemCell) and 12 ng ml^−1^ fibroblast growth factor 2 (FGF2; StemCell). RNA-FISH using intronic probes of the X-linked gene *Huwe1* was regularly performed before experiments to confirm that cells had retained two X chromosomes.

### Xist titration

To generate multiple population with variable Xist expression levels, the female TX SP427 (clone B2), carrying the CasTuner CRISPRi system, was transduced with a multiguide plasmid targeting either the Xist TSS region (sgXist-Promoter) or the distal REs 61, 85, 93 and 96 (sgXist-Distal REs). To achieve gradual depletion of the dCas9–HDAC4 fusion protein, the cells were cultured in the presence of six different dTAG-13 (Tocris) concentrations: 0, 1, 2, 4, 8 and 500 nM.

### Cloning multiguide plasmids

For individual CRISPRi experiments, 3–4 different guides targeting gene promoters and distal REs (Supplementary Table 6) were introduced into an sgRNA expression plasmid (SP199) by Golden Gate cloning, as described previously^56^. Following cloning, each guide was controlled by a different Pol III promoter (hu6, mu6, hH1 or 7sk). To this end, gene blocks carrying mu6, hH1 or 7sk promoter sequences fused to an optimized sgRNA constant region (Integrated DNA Technologies) were amplified with primers containing part of the guide sequences and a BsmBI restriction site (Supplementary Table 6)^57^. The PCR-amplified fragments were then ligated into the BsmBI-digested (New England Biolabs) SP199 in an equimolar ratio in a Golden Gate reaction using T4 ligase (New England Biolabs) and the BsmBI isoschizomer *Esp3I* (New England Biolabs) for 20 cycles (5 min at 37 °C and 5 min at 20 °C) with a final denaturation step at 65 °C for 20 min. Vectors were transformed into NEB Stable competent *Eschericia* *coli*. Successful assembly was verified by ApaI digest (New England Biolabs) and Sanger sequencing.

### Generation of reporter lines

The lentiviral FIREWACh system was used to create polyclonal GFP reporter lines of Xist-controlling RE, as described previously^33,58^. To this end, RE inserts were amplified from genomic DNA or bacterial artificial chromosomes (Supplementary Table 6). They were then inserted into the BamHI-digested (New England Biolabs) FpG5 vector (Addgene 69443) using the InFusion HD Cloning Kit (Takara)^58^. Vectors were transformed into NEB Stable competent *E*. *coli*. Successful cloning was verified by Sanger sequencing. The FIREWACh plasmids were integrated into the TX SP107 cell line using lentiviral transduction. Successful integration was verified using flow cytometry. A complete description of the generated lines is shown in Supplementary Table 6.

### Lentiviral transduction

CRISPR sgRNA expression vectors and FIRWACh reporter constructs were stably integrated into mES cells using lentiviral transduction. To this end, Lenti-X 293T cells were seeded at a density of 1.04 × 10^5^ cells per cm^2^ and transfected with a third generation transfer system consisting of VSVG, pLP1 and pLP2 (Thermo Fisher). For a six-well plate, 1.2 µg of PLP1, 0.6 µg of pLP2 and 0.4 µg of VSVG were incubated in 250 µl of OptiMEM (Thermo Fisher) with 2 µg of the transfer plasmid. After 5 min, 11.25 µl of Lipofectamine 2000 (Thermo Fisher), concomitantly incubated in 250 µl OptiMEM, was added. Following another incubation of 15 min, the mixture was transferred onto the Lenti-X cells. Viral supernatant was isolated after 48 h and concentrated 1:10 using the Lenti-X concentrator (Takara). Concentrated supernatant was resuspended in PBS and stored at −80 °C. Before lentiviral transduction, mES cells were cultured in SL conditions to prevent loss of the second X chromosome^12^. For transduction, cells were seeded at a density of 2.9 × 10^4^ cells per cm^2^. The next day, 8 ng µl^−1^ polybrene (Merck) was added to the culture medium to enhance efficiency. A total of 50–200 µl of concentrated virus was used per transduction. Starting 48 h afterwards, successful integrations were enriched using antibiotic selection with puromycin (1 µg ml^−1^; Sigma) or hygromycin B (0.2 mg ml^−1^; Sigma or VWR). Unless indicated otherwise, cells were transferred to 2iSL medium and cultured for at least five passages before further experiments. XX status was assessed using RNA-FISH with probes targeting the introns of the X-linked gene *Huwe1* (Supplementary Table 6).

### Generation of TX CasTuner line

The TX SP427 cell line (clone B2), stably expressing the FKBP-dCas9-HDAC4 CasTuner system, was generated by *PiggyBac* transposition^29^. TX1072 A3 mES cells were reverse-transfected using Lipofectamine 3000 (Invitrogen) with the pSLPB2B-FKBP12_F36V-hHDAC4-SpdCas9-tagBFP-PGK-Blast plasmid (Addgene, 187956) and a vector carrying a hyperactive PiggyBac transposase (pBROAD3-hyPBase-IRES-zeocin) at a 5:1 molar ratio. Successful integrations were selected using blasticidin (5 µg µl^−1^; Roth). The monoclonal B2 line was generated by fluorescence-activated cell sorting (FACS) based on tagBFP expression and next-generation sequencing (NGS) karyotyping to ensure a normal karyotype (40, XX).

### Real-time qPCR

Cells were lysed directly on the tissue culture plates using Trizol (Invitrogen). Next, RNA was extracted using the Direct-zol RNA purification Kit (Zymo Research). Subsequently, RNA was reverse-transcribed into complementary DNA (cDNA) using Superscript III reverse transcriptase (Invitrogen) with random hexamer primers. Expression levels were quantified using the Quant-Studio 7 Flex real-time PCR machine (Thermo Fisher Scientific) with Power SYBR Green PCR master mix (Thermo Fisher). Primers used are listed in Supplementary Table 6.

### Single-molecule RNA-FISH

Exonic Xist RNA signals were quantified at the single-cell level using RNA-FISH. Hybridization was performed using Stellaris FISH probes (Biosearch Technologies) (Supplementary Table 6). To this end, cells were collected using Accutase (Invitrogen) and adsorbed onto coverslips (no. 1.5, 1 mm) coated with poly(L-lysine) (Sigma) for 5–10 min. The cells were then fixed with 3% paraformaldehyde in PBS for 10 min and permeabilized for 5 min in PBS containing 0.5% Triton X-100 (Sigma) and 2 mM ribonucleoside vanadyl complex (New England Biolabs). Coverslips were preserved for later use in 70% ethanol at −20 °C. Hybridization was carried out overnight at 37 °C with 250 nM FISH probe in 50 ml of Stellaris RNA-FISH buffer (Biosearch Technologies) containing 10% formamide. Coverslips were washed twice for 30 min at 37 °C, with 2× SSC (saline sodium citrate) and 10% formamide with 0.2 mg ml^−1^ DAPI (Sigma) being added to the second wash. Before mounting with Vectashield (Biozol), coverslips were washed with 2× SSC at room temperature for 5 min. Images were acquired using a widefield Cell Discoverer 7 or Z1 Observer microscope (Zeiss) using a ×100 objective.

### Flow cytometry

Fluorescence activity of the FIREWACh reporter lines and cells stained by FlowFISH was assayed using flow cytometry^58^. For the reporter lines, cells were resuspended in FACS buffer (1% FBS in PBS with 1 mM EDTA; Thermo Fisher). Cells were analyzed and sorted using the FACSAria Fusion flow cytometer (BD Biosciences). At least 20,000 cells were assayed per measurement. Side and forward area scatters were used to gate for live cells. The height and width of the forward and sideward scatters were used to discriminate doublets.

### FlowFISH CRISPR screens

#### CRISPR library cloning

Both libraries were cloned into the BsmBI-digested SP199 expression vector^56^. The oligo pool of the TFi Lib was amplified with the primers OG113 and TS122 for 14 cycles in seven individual PCR reactions with the KAPA HiFi PCR ReadyMix (Roche). As the oligo pool of the TFiMini Lib was ordered with another library, it was amplified in two steps. First, the oligo pool was separated from the other library using the KAPA HiFi PCR ReadyMix with OG113 and LR256 for 12 cycles. Then, cloning overhangs were added using four separate PCR reactions with 500 ng each, using the primers OG113 and TS122. For both libraries, two Gibson cloning reactions were performed using 7 ng of the insert and 100 ng of SP199. The reactions were pooled, ethanol-precipitated and resuspended in 5 µl of water. The eluted DNA was transformed into 20 µl of MegaX DH10B electrocompetent cells (Thermo Fisher). Successful cloning was confirmed using Sanger sequencing and restriction digests with BsmBI and XhoI (New England Biolabs). The coverage of the libraries was determined as 513× (TFi Lib) and 8,472× (TFiMini Lib). Furthermore, both libraries were amplified using the KAPA HiFi PCR ReadyMix for 12 cycles to add sequencing overhangs. The TFi Lib was sequenced with 150-bp paired-end reads on the MiSeq platform, yielding ~1 × 10^7^ fragments. The TFiMini Lib was sequenced with 100 bp paired-end reads on the NovaSeq 6000 platform, yielding ~4.3 × 10^7^ fragments. A low log_2_ distribution width of the guide counts of 2.2 (TFi Lib) and 1.5 (TFiMini Lib) confirmed that high coverage was retained during cloning (Extended Data Figs. 1h and 3f). All guides were present in both libraries.

#### Titer estimation

The cloned libraries were packaged into lentiviral particles as described above. Before transduction, the viral titers were estimated. To this end, the TX SP107 (TFi screen) and TX SP427 (TFiMini screen) cell lines were transduced in six-well plates with tenfold serial dilutions of the respective lentiviruses (10^−2^–10^−7^) in duplicates. After 2 days, antibiotic selection was performed using puromycin (1 µg ml^−1^; Sigma). After 7 days, the surviving colonies were counted in the wells. The viral titers were estimated as 6.8 × 10^5^ transduction units (TU) per ml for the TFi screen and 9.4 × 10^5^ TU per ml for the TFiMini screen.

#### Tissue culture and cell sorting

Both screens were performed in two replicates. A coverage of >300× was retained during all steps. For the TFi screen, cells transduced with nontargeting guides or guides targeting RE57 were cultured alongside the library as controls. Following transduction of the TFi Lib into the TX SP107 cell line under SL conditions (multiplicity of infection (MOI) = 0.3), the cells were selected for 3 days using puromycin. Subsequently, the cells were transferred into 2iSL medium. At the same time, 1 × 10^7^ cells were frozen (selected population). After 3 days in 2iSL conditions the split dCas9–KRAB system was induced by the addition of ABA. The following day, the cells were differentiated for 48 h through 2i/L withdrawal and collected for FlowFISH staining.

For the TFiMini screen, the TX SP427 cell line was transduced under SL conditions (MOI = 0.3) in the presence of dTAG-13. Following 3 days of puromycin selection, the cells were transferred to 2iSL conditions (Extended Data Fig. 3b). At the same time, 1 × 10^7^ cells were frozen (Selected population). After 8 days, the CasTuner system was induced by the removal of dTAG-13 from the medium. A flask with medium containing dTAG-13 was taken along as a control. Then, 2 days later, the cells were differentiated through 2i/LIF withdrawal. At the same time, 1 × 10^7^ cells were frozen (2iSL population) to confirm the inducibility of the system. After 2 days of 2i/L withdrawal, the cells were collected for FlowFISH staining.

#### FlowFISH

The PrimeFlow RNA AssayKit (Thermo Fisher) was used to assay Xist RNA. The assay was performed in conical 96-well plates with 5 × 10^6^ cells per well. Xist RNA was labeled with Alexa-Fluor647 using a type 1 PrimeFlow probe (VB1-14258, Thermo Fisher). Lastly, cells were resuspended in PrimeFlow RNA storage buffer (Themo Fisher) and analyzed using flow cytometry. For the TFi screen, 1 × 10^7^ cells were frozen during the protocol (Unsorted population). Cells were sorted according to Xist expression into Xist^High^ (top 15%), Xist^Lowl^ (bottom 15% of the Xist^+^ cells) and Xist^Neg^ (bottom 15%) populations. Xist^+^ cells were determined on the basis of the 99th percentile of the Xist signal from a 2iSL sample (cells that do not express Xist). At least 1.5 × 10^7^ cells were recovered per population. For the TFiMini screen, only Xist^High^ and Xist^Neg^ populations were sorted. At least 5 × 10^5^ cells were recovered per population.

#### DNA isolation and library preparation

Sequencing libraries were prepared from all indicated populations. To this end, genomic DNA was isolated using phenol–chloroform extraction. First, cell pellets were incubated for 14 h at 65 °C in 250 µl of decrosslinking buffer (1% SDS (Invitrogen), 1.25 µl of DTT (Roth) and 10 µl of 5 M NaCl (Sigma) in Tris–EDTA buffer (Sigma)). Next, 20 µl of RNAse A (10 mg ml^−1^; New England Biolabs) was added and the solution was incubated for 1 h at 37 °C. Next, 5 µl of proteinase K (20 mg ml^−1^; Ambion) was added and the solution was incubated for 1 h at 50 °C. Subsequently, 275 µl of phenol–chloroform (Roth) was added and the mixture was vortexed for 1 min. The samples were then centrifuged for 10 min at 12,100*g*. The aqueous phase, containing the genomic DNA, was transferred to a new tube and the sample was cleaned using ethanol precipitation. The pellets were dried and resuspended in 50 µl of water.

The guide cassette was amplified for 20 cycles using the KAPA HiFi PCR ReadyMix with primers OG115 and OG116. To keep 300× coverage, at least 20 µg (TFi screen) or 1.6 µg (TFiMini screen) of genomic DNA was amplified per sample. Between 0.1 and 2 µg of genomic DNA was amplified per reaction, as the PCR tended to be inhibited in samples stained using the FlowFISH protocol^12^. Subsequently, PCR reactions of the same samples were pooled and concentrated using the DNA clean and concentrator kit (Zymo Research). Lastly, sequencing barcodes were added in a second PCR using the KAPA HiFi PCR ReadyMix for 11–12 cycles (primer sequences in Supplementary Table 6). The TFi screen was sequenced with 100-bp paired-end reads on the NextSeq 500 platform, yielding ~2–7 × 10^6^ fragments per sample. The TFiMini screen was sequenced 100-bp paired-end reads on the NextSeq 2000 platform, yielding ~4–8 × 10^6^ fragments per sample.

### Reporter screens

The viral titer of the TFiMini library for the reporter screens (2.6 × 10^6^ TU per ml) was estimated in the TX SP107 cell line under 2iSL conditions, as described for the FlowFISH screens. The screens were performed in three replicates with >200× coverage. The TFiMini library was transduced under 2iSL conditions into the TX SP107 cell line carrying a polyclonal insertion of the FIREWACh reporter construct (Supplementary Table 6) with one of 12 RE inserts (noRE, RE57L, RE57M, RE57R, RE58, RE61, RE85, RE93, RE95, RE96, RE97 or RE127)^58^. Following 3 days of puromycin selection, ABA was added to the medium to induce the split dCas9–KRAB system. Differentiation was induced 24 h later using 2i/LIF withdrawal. Before sorting, 2 × 10^6^ cells were taken per sample as the unsorted population. Flow cytometry was used to sort cells according to their GFP expression into GFP^high^ (top 10%) and GFP^low^ (bottom 10%) populations. At least 7 × 10^5^ cells were recovered per population. Genomic DNA was isolated as described above for the FlowFISH screens. The guide cassette was amplified for 20–25 cycles using the KAPA HiFi PCR ReadyMix with primers OG115 and OG116. At least 2.2 µg of genomic DNA was amplified per sample. Following cleanup with the DNA clean and concentrator kit, sequencing barcodes were added in a second PCR using the KAPA HiFi PCR ReadyMix for 9–11 cycles (primers in Supplementary Table 6). The samples was sequenced with 100-bp paired-end reads on the NovaSeq 6000 platform, yielding ~0.2–8 × 10^6^ fragments per sample.

### Poly(A)-enriched RNA-seq

Poly(A)-enriched RNA-seq was performed using the Collibri 3′ mRNA library prep kit (Thermo Fisher) in TX1072 XX A3 and XO B7 cells at 0, 10, 16, 24, 30, 36, 48, 56, 72 and 96 h of 2i/LIF withdrawal in three biological replicates. Library preparation was performed according to manufacturer’s instructions using 500 ng of RNA per sample. The amplified samples were sequenced with 100-bp paired-end reads using the NovaSeq 6000, yielding ~1.6–16 × 10^6^ fragments per sample.

### scRNA-seq

scRNA-seq was performed in two replicates on day 4 of 2i/LIF withdrawal in a homozygous ΔFtx–Xert deletion line^12^, TX1072 XX A3 wild-type control and the sgXist-Promoter/sgXist-Distal REs CasTuner lines at six different dTAG concentrations, using the Single-Cell 3′ reagent kit v3.1 (10X Genomics). The sequencing libraries of the ΔFtx–Xert deletion experiment were prepared together with several samples of an unrelated study.

For sample multiplexing, MULTI-seq barcode–lipid complexes were used according to the published protocol with minor modifications^59^. Sample barcodes were chosen from a list of compatible barcodes^60^. Lipid-modified anchor and coanchor oligos were purchased from Sigma-Aldrich. Barcode and library preparation oligos were purchased from Eurofins with NGS-grade quality. Per sample, 1 × 10^5^ cells were transferred to a 96-well ultralow-attachment plate (Costar) and kept on ice during the procedure. After two washes with PBS, the cells were incubated for 5–10 min with an anchor–barcode solution (45 µl of PBS, 5 µl of anchor–barcode). The mixture was incubated for another 5–10 min after adding 5 µl of coanchor solution. Labeling was quenched by adding 1% BSA in PBS; samples were washed once in the same solution and resuspended in 0.4% BSA in PBS. Afterward, cells were counted, pooled equally and filtered using a Flowmi cell strainer 40 µm (Sigma-Aldrich). A total of 2.5 × 10^4^ cells were used for scRNA-seq gene expression library preparation. The 10x Genomics library preparation protocol was performed according to the manufacturer’s instructions (CG000315 Rev E, 10x Genomics) with the additional steps required to generate the separate MULTI-seq libraries for the sample-to-cell barcode assignment^59^. During cDNA amplification, 0.5 µl of 1.25 μM ‘MULTI-seq additive primer’ was added. Then, 50% of the purified gene expression cDNA was carried forward and the cycle number in the index PCR was reduced by one accordingly to increase library complexity^61^. During the first step of cDNA cleanup, the supernatant was kept, which contained the short MULTI-seq library. This MULTI-seq library was then cleaned up two times using solid-phase reversible immobilization (SPRI) beads (KAPA HyperPure beads, Roche). Sequencing adaptors containing indices (‘TruSeq_RPIX_’ and ‘Universal_I5_with_index’) were added by PCR, using 2.5 µl of primer at 10 µM each, 10 ng of cDNA, 26.25 µl of Kapa HiFi HotStart ReadyMix 2× and water to a 50-µl final volume, with a program of 95 °C for 5 min and 11 cycles of 98 °C for 15 s, 60 °C for 30 s, 72 °C for 30 s, followed by 72 °C for 1 min and a 4 °C hold. The resulting sequencing library was then cleaned up another time with SPRI beads. For the ΔFtx–Xert deletion experiment, 10x gene expression libraries and MULTI-seq libraries were sequenced with asynchronous 90-bp and 28-bp paired-end reads on the NovaSeq 6000 platform, yielding a minimum of ~6.2 × 10^8^ and ~4.4 × 10^7^ fragments, respectively. For the Xist titration experiment, 10x gene expression libraries and MULTI-seq libraries were sequenced with asynchronous 100-bp and 28-bp paired-end reads on the Aviti platform (Element Biosciences), yielding a minimum of ~8.2 × 10^8^ and ~4.8 × 10^7^ fragments, respectively.

### CUT&Tag of histone modifications

CUT&Tag was performed in three biological replicates to map active histone modifications along the genome, as described previously^62^. The assay was conducted for H3K27ac, H3K4me3 and H3K4me1 on day 2 of 2i/LIF withdrawal in TX SP427 mES cells transduced with guides targeting different Xist activators (sgZic3, sgNfrkb, sgOtx2 and sgFoxd3) or a nontargeting control (sgNT). Following dissociation with Accutase, 1 × 10^5^ cells per antibody were collected and quickly washed in wash buffer (20 mM HEPES–KOH pH 7.5, 150 mM NaCl, 0.5 mM spermidine, 10 mM sodium butyrate, protease Inhibitor and 1 mM PMSF). Then, 10 μl of concanavalin A beads (Bangs Laboratories) were equilibrated with 100 μl of binding buffer (20 mM HEPES–KOH pH 7.5, 10 mM KCl, 1 mM CaCl_2_ and 1 mM MnCl_2_) and then concentrated in 10 μl of binding buffer. The cells were bound to the concanavalin A beads by incubating for 10 min at room temperature on a rotator. Next, the beads were separated using a magnet and resuspended in 100 μl of chilled antibody buffer (wash buffer with 0.05% digitonin and 2 mM EDTA). Subsequently, 1 μl of primary antibody (Supplementary Table 6) was added and incubated on a rotator for 3 h at 4 °C. After magnetic separation, the beads were resuspended in 100 μl of chilled Dig-wash buffer (wash buffer with 0.05% digitonin) containing 1 μl of secondary antibody and incubated for 1 h at 4 °C on a rotator. The beads were washed three times with chilled Dig-wash buffer and resuspended in chilled Dig-300 buffer (20 mM HEPES–KOH pH 7.5, 300 mM NaCl, 0.5 mM spermidine, 0.01% digitonin, 10 mM sodium butyrate and 1 mM PMSF) with 1:250 diluted 3×FLAG–pA-Tn5 preloaded with mosaic-end adaptors. After incubation for 1 h at 4 °C on a rotator, the beads were washed four times with chilled Dig-300 buffer and resuspended in 50 μl of tagmentation buffer (Dig-300 buffer and 10 mM MgCl_2_). Tagmentation was performed for 1 h at 37 °C and stopped by adding 2.25 μl of 0.5 M EDTA, 2.75 μl of 10% SDS and 0.5 μl of 20 mg ml^−1^ proteinase K and vortexing for 5 s. DNA fragments were solubilized overnight at 55 °C followed by 30 min at 70 °C to inactivate residual proteinase K. DNA fragments were purified with the ChIP DNA clean and concentrator kit (Zymo Research) and eluted with 25 μl of elution buffer.

Sequencing libraries were generated by amplifying the DNA fragments with barcoded primers using NEBNext HiFi 2× PCR master mix for 14 cycles (Supplementary Table 6). Cleanup following PCR was performed with a 1× volume of Ampure XP beads (Beckman Coulter) and samples were eluted in 27 μl of 10 mM Tris pH 8.0. The samples were sequenced with 100-bp paired-end reads on the NovaSeq 6000 platform, yielding ~4.8–7.9 × 10^6^ fragments per sample. Information on antibodies is supplied in Supplementary Table 6.

### Statistics and reproducibility

Statistical analysis was conducted in RStudio (version 4.2). No statistical methods were conducted to determine sample size. For the bulk RNA-seq time course, one replicate sample (X0_36h_Rl) was excluded because of low read number. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

### Computational methods

Computational methods are described in Supplementary Note 3.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-025-01686-3.

## Supplementary information

Supplementary Information Supplementary Notes 1–3.

Reporting Summary

Peer Review File

Supplementary Table 1 TFi/TFiMini CRISPR library design and screen analysis (related to Fig. 1 and Extended Data Figs. 1–4).

Supplementary Table 2 RNA-seq time-course analysis (related to Fig. 3 and Extended Data Fig. 5).

Supplementary Table 3 Reporter CRISPR screen analysis (related to Fig. 4 and Extended Data Figs. 6–8).

Supplementary Table 4 CUT&Tag and RNA-FISH in knockdown lines (related to Fig. 5 and Extended Data Fig. 9).

Supplementary Table 5 Allelic scRNA-seq analysis (related to Fig. 6 and Extended Data Fig. 10).

Supplementary Table 6 Experimental materials. Details for used cell lines, primers, plasmids, antibodies and FISH probes.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Statistical source data.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

Sequencing data generated in this study are available from the Gene Expression Omnibus under accession number GSE274507. RNA-FISH microscope images are available from Zenodo: 10.5281/zenodo.12821363 (ref. ^63^) (related to Fig. 2, *Oct4* knockdown), 10.5281/zenodo.12821095 (ref. ^64^) (related to Fig. 5, Xist activator knockdown) and 10.5281/zenodo.15617117 (ref. ^65^) (related to Extended Data Fig. 10, Xist-RE knockdown). Flow cytometry data are also available from Zenodo (10.5281/zenodo.12822424)^66^ (related to Figs. 1 and 4). AnimalTFDB 3.0, used to design the TF screen library, is available online (https://guolab.wchscu.cn/AnimalTFDB/#!/). The mm10 reference genome used in this study is also available online (https://hgdownload.soe.ucsc.edu/goldenPath/mm10/bigZips/latest/mm10.fa.gz). Source data are provided with this paper.

# Supplementary material for: Reporter CRISPR screens decipher cis-regulatory and trans-regulatory principles at the Xist locus
**Source:** Nat Struct Mol Biol. 2025 Oct 6;32(12):2465–75. doi: 10.1038/s41594-025-01686-3
**Supplement:** Supplementary file 1 — Supplementary Notes 1–3.

# Reporter CRISPR screens decipher *cis*-regulatory and *trans*-regulatory principles at the Xist locus

---

In the format provided by the  
authors and unedited

# Supplementary notes

## Supplementary Note 1: CRISPR screen quality controls

To detect subtle effects and comprehensively identify Xist regulators, we conducted both the TFi and TFiMini screens at a high coverage (>300-fold) and with a substantial number of guides per target TF (12 for TFi and 8 for TFiMini). To validate the technical success of our screens, we evaluated several quality control metrics.

First, we verified successful Xist induction and differentiation using qPCR and RNA-FISH alongside the primary FlowFISH readout (Extended Data Fig. 1f, 2a-b, 3a-c). The functionality of the CRISPR systems was confirmed via a positive control targeting the Xist promoter region (Extended Data Fig. 1f, 2a-b). Second, we assessed the variability of guide abundance in the sgRNA libraries, which should be low prior to cell sorting, by calculating the distribution width of the sequenced sgRNAs (Extended Data Fig. 2c, 3d). This metric is determined by subtracting the log<sub>2</sub>-transformed counts at the 10<sup>th</sup> percentile from those at the 90<sup>th</sup> percentile for each replicate fraction. A narrow distribution width (<5) indicates equal representation of sgRNAs and is strongly associated with higher reproducibility in pooled screens, making this analysis essential for confirming the robustness of our results<sup>1</sup>. Notably, an increase in distribution width between the unsorted and sorted fractions reflects successful enrichment of the target phenotype. In contrast, non-targeting controls (NTCs) should not exhibit such enrichment, as they are not expected to influence the target characteristic (Extended Data Fig. 2c, 3d). We further assessed screen reproducibility by measuring Pearson correlations between replicate fractions, with most exceeding  $r > 0.8$ , indicating high-quality results (Extended Data Fig. 2d, 3e)<sup>2</sup>. Additionally, we investigated the consistency across replicates and of the sgRNAs targeting the same genes (Extended Data Fig. 2f-g).

Given that the screen procedure spans 10-16 days and involves multiple medium changes, we sequenced an additional control fraction following the initial selection (Selected fraction) to monitor potential effects of extended culturing (Extended Data Fig. 1e,i)<sup>3</sup>. In the TFi screen, we observed notable enrichment or depletion of multiple targets prior to ABA induction, indicating leakiness of the split dCas9-KRAB system (Extended Data Fig. 2e). To exclude confounding effects, we thus employed our fully inducible CasTuner system for the validation TFiMini screen, which did not exhibit the same leakiness (Extended Data Fig. 3f-g)<sup>4</sup>. Importantly, the results from both screens were highly correlated, suggesting that the

leakiness of the split dCas9-KRAB system did not significantly impact our overall findings (Extended Data Fig. 3h-i). In total, 12 out of 26 activators and 7 out of 24 repressors were detected in both screens (*MAGeCK mle*, Wald. $p \leq 0.05$ , Extended Data Fig. 3i).

As quality control in the reporter screens we similarly assayed the distribution width of the sequenced sgRNAs across samples and replicates. The resulting values were low ( $\sim 2$ ) and increased slightly in the sorted populations (Extended Data Fig. 7c-d). Replicate fractions exhibited generally high correlation ( $r > 0.7$ ). Notably, the GFP<sup>Low</sup> populations separated much better from the Unsorted cells than the GFP<sup>High</sup> populations (Extended Data Fig. 7e). We further evaluated enrichment of positive controls targeting either the minimal promoter (sgFIREWACH) or the individual screen REs (Extended Data Fig. 8a). As expected all reporters were repressed by the sgFIREWACH control, while the RE-targeting guides specifically repressed their corresponding reporters. We observed two exceptions: First, sgRE127 repressed RE57M, likely due to downregulation of endogenous *Rnf12* expression. Second, sgRE61 repressed the noRE reporter, potentially via repression of the endogenous *Jpx* locus (Extended Data Fig. 8a). Interestingly, *Jpx* has been described to modulate CTCF activity<sup>5</sup> and our screens identified CTCF as a regulator of the noRE reporter (Extended Data Fig. 8b).

## Supplementary Note 2: CRISPR screen results

To validate the functionality of the initial TFi screen, we included a set of 41 Xist regulators into our library (Supplementary Table 1). This control set contained 17 factors that had been shown to regulate Xist during the differentiation of mESCs via knockdown experiments (High confidence controls). In addition, the set also included Xist interaction partners and factors that had only been linked to Xist regulation during XCI maintenance or via correlative analyses. Assuringly, a majority of the high-confidence regulators (11/17) was enriched in the TFi screen (Wald. $p \leq 0.05$ ) (Supplementary Table 1). Similarly to two previous screens we had performed with an Xist readout<sup>3,6</sup>, we did not detect the Xist activator YY1. As the function of YY1 in Xist regulation is well-established<sup>7</sup>, its absence as a hit might reflect a false negative due to the inability of the used CRISPR systems to perturb YY1. Instead, we detected NFRKB as a strong Xist activator, which acts together with YY1 as part of the INO80 chromatin remodelling complex<sup>8</sup>.

In addition, we also detected the known activators RNF12, RIF1, Ftx, Xert, Jpx and the repressive pluripotency factors REX1, MYC and KLF4<sup>3,9–13</sup>. However, our analysis did not identify other pluripotency factors, which had been reported to repress Xist, including OCT4,

NANOG, ESRRB and PRDM14<sup>6,9,13</sup>. While our study supports a role for OCT4 as an Xist activator during differentiation, the absence of the other factors remains unclear. The screen also did not detect GATA TFs (GATA1 and GATA2 are part of the TFi Lib), which we had previously characterized as potent *Xist* activators during imprinted XCI<sup>6</sup>. However, their absence from the screen hits likely reflects their lack of expression during 2iL withdrawal in mESCs. For the TFiMini screen, we additionally included guides targeting 16 Xist-controlling REs that we had previously identified using a non-coding CRISPR screen<sup>3</sup>. Of these, 15 REs were successfully detected (Wald.p<0.05), confirming the effectiveness of our validation screen.

While our approach enables high-throughput screening of a large set of candidate genes, it has two key limitations. First, we cannot directly assess the efficiency of CRISPRi-mediated knockdown for individual targets. As a consequence, we can confidently identify positive regulators, but cannot distinguish true negatives from ineffective knockdowns. Second, the screen provides limited mechanistic insight into the mode of regulation. While the screen design specifically targets factors with DNA-binding activity, we cannot exclude that some of our identified hits regulate Xist at the post-transcriptional level, e.g. via the stability of the RNA. For example, the TFi screen detected ZFP36L1 as a repressor, a factor previously characterized as an RNA-binding protein<sup>14</sup>.

## Supplementary Note 3: Computational Methods

If not stated otherwise, computational analysis was performed in *Rstudio* (v4.2), primarily using the *tidyverse* packages (v1.3.0)<sup>15,16</sup>.

### RT-qPCR analysis

Gene expression during RT-qPCR analysis was quantified using the  $2^{-\Delta\Delta Ct}$  method. Here, relative expression was calculated using the two housekeeping genes *Rrm2* and *Arpo*. Significance was assessed using an unpaired t-test between the indicated samples using [t.test(var.equal=TRUE)].

### RNA-FISH analysis

Xist RNA signals were either counted manually (100 cells per condition) or detected and quantified with a custom python pipeline based on the *scikit-image* toolkit (v0.22) (Fig. 5d-g)<sup>17</sup>. In detail, microscope images were loaded as *numpy* arrays (v1.26.2) from .czi files using *czifile* (v2019.7.2) (<https://github.com/AllenCellModeling/czifile>)<sup>18</sup>. The DAPI and Xist signals were flattened using a maximal projection along the z-axis. The nuclei were segmented using an Otsu threshold on the DAPI signals<sup>19</sup>. Subsequently, adjacent nuclei

were separated using a watershed algorithm. Nuclei touching the image borders were removed from the analysis. In addition, nuclei were filtered depending on size and eccentricity. Subsequently, the Xist signal inside the nuclei was segmented based on the maximal projections. First, the images were treated with a gaussian blur ( $\sigma=2$ ). Then, Xist signals were recognized using a local Niblack algorithm with a window size of 151 pixels and a  $k$  of -3.8. Here, a threshold is set for each individual pixel, depending on the intensities of the neighboring pixels ( $\text{Threshold} = \text{mean}(\text{window}) - k * \text{sd}(\text{window})$ ). Lastly, the Xist clouds were filtered on size.

For quantification, the number of segmented signals was counted in each cell individually. Only a small minority of cells (<1%) was falsely annotated with more than two Xist signals. The intensity was quantified per Xist signal by subtracting the background intensity in each nucleus (i.e. the geometric mean of the pixels outside segmented Xist signal) from the intensity within the segmented signal. A complete list of segmented Xist signals is shown in Supplementary Table 4. Significance for the Xist signal frequency was calculated using a paired t-test with `[t.test(var.equal=TRUE, paired=TRUE)]`. For comparing the Xist signal intensity, the signals within each condition were downsampled to guarantee equal representation of all three replicates and replicates were merged. Significance was then assessed using a Wilcoxon rank-sum test with `[wilcox.test()]`. To compare relative effects of the different perturbations on signal frequency and signal intensity, the percentage of Xist-positive cells or the  $\log_{10}$ -geometric mean of the Xist signal intensities was subtracted from the equivalent values for the non-targeting control (Fig. 5g).

### **Flow cytometry analysis**

Flow cytometry data was analyzed using the *openCyto* (v.1.24.0) and *flowCore* (v1.52.1) packages<sup>20,21</sup>. Live cells were detected using the sideward and forward area scatter. Height and width of the forward and sideward scatters were used to discriminate singlets from doublets. Mean fluorescence intensity (MFI) was calculated as the geometric mean of the intensity in the target population minus the geometric mean of the intensity in a non-fluorescent control.

### **CRISPR library design**

To design a CRISPR library targeting expressed TFs during early differentiation of female mESCs (TFi Lib), a list of mouse TFs was obtained from the *AnimalTFdb3.0* (Extended Fig. E1a)<sup>22</sup>. Next, TF genes were selected depending on their maximal expression between day 0 and 4 of 2i/LIF-withdrawal in a published RNA-seq time course of the TX1072 A3 cell line (TPM $\geq$ 10) (Extended Fig. E1b)<sup>23</sup>. Additionally, a set of previously identified Xist regulators

was added as positive controls (Supplementary table 1). Using previously generated TT-seq data, active TSSs of these genes included in the *GENCODE M25* annotation were annotated at days 0, 2 and 4 of 2i/LIF-withdrawal<sup>3,24</sup>. Here, *Rsubread* (v2.0.1) was used to count reads 2 kb up- and downstream of the TSSs with [featureCounts(isPairedEnd = TRUE, strandSpecific = 2, allowMultiOverlap = TRUE)]<sup>25</sup>. TSSs exceeding a log<sub>2</sub> fold change of 1 between the up- and downstream bins were classified as active. Nearby TSSs within 500 bp were combined into promoters (Extended Figure E1c). All promoters were then extended to 500 bp. The resulting set of 911 target promoters, including 570 TF genes and 32 non-TF controls, was used to generate the TFi library with the *GuideScan2* webtool<sup>26</sup>. Up to 12 guides per promoter were chosen according to their efficiency score. Three target promoters with less than three possible guides were removed from the library. 300 non-targeting guides were added as negative controls<sup>27</sup>. Finally, 5' (ATCTTGTGGAAAGGACGAAACACCG) and 3' overhangs (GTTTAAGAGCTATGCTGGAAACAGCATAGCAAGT) were added to the guide sequences. The resulting library, containing 11058 guides, was ordered as an oligo pool from GenScript.

A second CRISPR library was designed to conduct a validation screen targeting *Xist* and to perform the reporter screens (TFiMini Lib). All TF genes that were enriched in the *Xist*<sup>High</sup>/*Xist*<sup>Neg</sup> comparison of the TFi screen were included (*MAGeCK mle*, Wald.p≤0.2). Additionally, *Nanog*, *Prdm14*, *Yy1* and *Ctcf* were added as targets, as they had been previously implicated in *Xist* regulation<sup>7,9,28,29</sup>. For each gene, the top 8 guides by absolute fold change were included, targeting the most significantly enriched or depleted promoter (by p-value). The 100 non-targeting controls with the lowest absolute fold change in the TFi screen were added as negative controls. Furthermore, the top 10 guides targeting selected REs at the *Xist* locus from a previous CRISPR screen were added to serve as positive controls for the reporter screen<sup>3</sup>. Lastly, we used the *CHOPCHOP* webtool to generate 10 guides targeting the *Fgf5* minimal promoter of the FIREWACH construct<sup>30,31</sup>. 5' (ATCTTGTGGAAAGGACGAAACACCG) and 3' overhangs (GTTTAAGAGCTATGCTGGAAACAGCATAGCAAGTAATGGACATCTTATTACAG) were added to the guide sequences. The resulting library, containing 1270 guides, was ordered as an oligo pool from GenScript (Supplementary Table 1).

## FlowFISH CRISPR screen analysis

### *Data processing*

Following sequencing of the TFi and TFiMini screens, the *MAGeCK* analysis toolkit (v0.5.9.3) was used to align .fastq files to the respective CRISPR libraries and generate guide count tables with [mageck count --norm-method control] (Supplementary Table 1)<sup>32</sup>.

Enrichment between different populations was calculated by using *MAGeCK* (v0.5.9.3) with the normalized count tables and [mle --permutation-round 10].

### *Quality control*

Variance between the guide counts in each population was quantified as a  $\log_2$  distribution width<sup>1</sup>. A high value suggests that the target coverage was lost during the protocol. Enrichment of a population should increase the distribution width slightly in the targeting guides, but not in the non-targeting controls. To this end, the normalized counts for each of the samples were first split between non-targeting controls and targeting guides. Next, the 10<sup>th</sup> percentile of the counts was subtracted from the 90<sup>th</sup> percentile and  $\log_2$  transformed. The analysis showed that a high coverage was retained in all replicates of all screens since the  $\log_2$  distribution width remained low (~1.5-3) (Supplementary Table 1). In general, the pre-sorting fractions displayed lower distribution width than the sorted fractions. This was much less pronounced in the distribution width of the non-targeting controls. To verify the reproducibility of the screens, the Pearson correlation coefficient was calculated for each population between the different replicates. Here, the normalized counts of all guides were used with [cor()]. A summary of the published controls included in the screen is listed in Supplementary Table 1.

## **RNA-seq analysis**

### *Alignment and data processing*

Reads were aligned single-end to the mouse reference genome (mm10) using *STAR* (v2.7.9a) with options [--outSAMattributes NH HI NM MD]<sup>33</sup>. One of the samples (XO\_36h\_R1) was removed due to very low read counts. Gene expression was quantified using the GENCODE M25 annotation supplemented with the *Xert* coordinates<sup>3,24</sup>. Here, *Rsubread* (v2.0.1) was used with the options [featureCounts(isPairedEnd=FALSE, GTF.featureType="exon", strandSpecific=1)]<sup>25</sup>. Afterwards, counts were converted to counts per million (CPM). Mapping statistics and quality control metrics for data produced in this study are listed in Supplementary Table 2.

### *Integration of in vitro and in vivo RNAseq*

To identify the exact stages corresponding to our *in vitro* setup, the RNA-seq time course data was integrated with a published *in vivo* scRNA-seq dataset of developing mouse embryos<sup>34</sup> using the *scATACat* pipeline<sup>35</sup>. The scRNAseq data was retrieved from GSE100597, paired-end aligned to the mm10 reference genome and reads quantified using *STAR* (v2.7.9a) with [--outSAMattributes NH HI NM MD --quantMode GeneCounts]<sup>33</sup>. ICM

cells at E3.5, as well epiblast cells at E4.5, E5.5 and E6.5, were identified based on the expression of marker genes and summarized in pseudobulk. Subsequently, differentially expressed genes were identified across the *in vitro* bulk samples using *DESeq2* (v.1.42.0) by conditioning on genotype and time point<sup>36</sup>. Each time point was compared against the control (0h) and the differentially expressed genes (Wald.FDR≤0.05) were combined to determine the final gene set. These genes, serving a similar purpose to variable genes during standard scRNA-seq analysis, were used to perform PCA with the *in vitro* and *in vivo* samples. Subsequently, all samples were visualized in the same low-dimensional space using the first two principal components.

### *Clustering expression dynamics across TF genes*

The RNA-seq time course experiment (Fig. 3) was used to identify groups of TF genes with similar expression dynamics during 2i/LIF-withdrawal (Supplementary Table 2). Expression data from both cell lines (XX and XO) across all timepoints were used for clustering. To this end, the normalized count tables were filtered for all TF genes included in the TFi screen. Next, the counts were scaled using a z-score transformation. The TF genes were sorted according to their maximal expression compared to high Xist expression into naive (0h), early (10-30h) and late factors (36-96h). Subsequently, *k-means* clustering was used with [kmeans(n = 2)] to further separate the early (into *Transient 1* and *Transient 2*) and late factors (into *Transient 3* and *Committed*). The enrichment of Xist activators and repressors in the different groups was quantified using a one-sided Fisher's exact test with [fisher.test(alternative="greater")].

Xist activators were primarily enriched in the three transient clusters (22/26). X-dosage sensitive expression dynamics of activator groups was analyzed depending on RNA-seq cluster or TFi screen results (Xist<sup>High</sup> + Xist<sup>Low</sup> vs Xist<sup>High</sup> only). To this end, the z-scores were visualized separated by genotype using a local smooth with [geom\_smooth(method="loess", se=TRUE)].

Expression patterns of the transient cluster were further verified using the published *in vivo* scRNA-seq data described above (GSE100597)<sup>34</sup>. To this end, cells were sexed depending on the presence of selected Y-chromosomal genes that are expressed during peri-implantation (*Kdm5d*, *Zfy1*, *Zfy2*, *Eif2s3y*, *Ddx3y*, *Uty*). The single cells were then pseudo-bulked by sex and by time-point and expression of the Xist activators quantified as z-scores. Significance was assessed between sexes using a *paired t-test* (p<0.05).

### *Statistical analysis*

X-dosage and differentiation sensitive TF genes were determined for the entire time course using ANOVA with [aov(norm\_counts ~ genotype\*timepoint)], followed by multiple testing correction ( $FDR \leq 0.05$ ). 

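Otx2 and Klf4 had the largest F values for X-chromosome number among the genes set out here, 881 for Otx2 and 341 for Klf4. For differentiation, the F values were 591 for Klf4, 84.2 for Epas1 and 54.4 for Otx2. They come from a two-way analysis of variance of CPM with line, time point and their interaction. Over 100 values of activators and repressors, F differed from the paper's source data by at most 0.00039 in relative terms. With Holm adjustment over 565 TF genes, 18 of 26 activators passed for differentiation and 9 for X-chromosome number. With Benjamini-Hochberg adjustment over the same genes 23 and 15 did. Pou5f1 had an F of 8.45 for X-chromosome number, with a Holm adjusted p = 1 and a Benjamini-Hochberg adjusted p = 0.013.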

Differential expression between the cell lines at individual time points was quantified using DESeq2 (Wald. $FDR \leq 0.05$ )<sup>36</sup>.

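The lines differed at every time point, from undifferentiated cells onward. At 0 h, 2620 genes were past edgeR's quasi-likelihood test (1487 higher and 1133 lower in XX cells), and at 24 h 2396 (1386 and 1010). At 48 h there were 2081 (1168 and 913) and at 96 h 1487 (940 and 547). Without XX replicate 3 the numbers were 1597, 1475, 1276 and 759, and in fits of only the libraries compared 2579, 1430, 3034 and 70. The authors' deposited table of DESeq2 results calls 2547 genes at 0 h, 1555 at 24 h, 2842 at 48 h and 396 at 96 h. Of the genes in the authors' deposited table, 2056, 1476, 1954 and 379 are called by both at these time points, all with the same sign. In the authors' deposited table, Xist was higher in XX cells by 1.92 at 0 h and 7.26 at 96 h on the log2 scale.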

### **Reporter time course analysis**

For each sample the MFI was calculated as described above. Each RE sample was then normalized by calculating the  $\log_2$  fold change to the noRE reporter line. This was done to control for changes in basal reporter transcription across time points. The mean MFI was then calculated as the geometric mean across replicates.

### **Reporter screen analysis**

Count tables were generated similarly to the Xist FlowFISH screens using MAGeCK (v0.5.9.3) with [mageck count –norm-method control]<sup>32</sup>. 39 Guides with low expression in the unsorted population ( $\leq 150$  mean normalized counts) were removed from the analysis. Guides targeting *Zfp866* were removed from the analysis since their sequence overlapped with guides targeting *Gm20422*. Only guides with more than 150 mean counts in the unsorted samples were used for analysis. Detailed results are listed in Supplementary Table 3.

### *Quality Control*

Variance between the guide counts and reproducibility between replicates was quantified as for the FlowFISH CRISPR screens. A high coverage was retained throughout the different reporter lines and replicates ( $\sim 1.8$ - $3.3 \log_2$  distribution width). Replicate populations generally correlated well ( $\sim 0.6$ - $0.94$  Pearson correlation coefficient).

### *Analysis of positive controls*

To confirm the technical success of the assay, the library design included positive control guides targeting the minimal promoter of the reporter construct or the sequence of the integrated REs. Enrichment was quantified as the  $\log_2$  fold change between the normalized counts in the GFP<sup>High</sup> or GFP<sup>Low</sup> populations. Guides targeting RE57 were assigned to RE57L/M/R and RE58 according to their genomic location. Only a single guide was targeted towards RE57L.

### *Analysis of the noRE reporter screen*

The noRE reporter screen was analyzed separately in order to identify interactions of targeted TFs with the FIREWACH minimal promoter. Significant enrichment or depletion was detected using an unpaired t-test between the normalized counts in the GFP<sup>High</sup> and GFP<sup>Low</sup> populations, followed by multiple testing correction (FDR<0.2). 7 TF targets (Nfrkb, Sall4, Ctcf, Zfp296, Zfp236, Sp1 and E2f4) were removed from further analysis due to their effect on the noRE reporter line (Supplementary Table 3).

### *Clustering analysis*

To identify groups of reporter lines that behaved similarly during the screens, PCA was performed on the GFP<sup>High</sup>/GFP<sup>Low</sup> log<sub>2</sub> fold changes of the targeted TF genes with [prcomp(t(lfc\_df))]. All non-TF controls were excluded from the analysis. The reporter lines were split into noRE-like, distal and proximal groups using *k-means* clustering on the log<sub>2</sub> fold changes with [kmeans(t(lfc\_df), n=3)].

### *Quantification of TF-RE interactions*

Interaction scores for the assayed TF-RE interactions were calculated as z-scores across all GFP<sup>High</sup>/GFP<sup>Low</sup> log<sub>2</sub> fold changes, as done before for CRISPR screen data<sup>37</sup>. This was done to correct for differences in observed effect sizes between the reporter lines. In detail, mean GFP<sup>High</sup>/GFP<sup>Low</sup> log<sub>2</sub> fold changes were calculated for all guide/reporter combinations. Each log<sub>2</sub> fold change was then normalized by subtracting the mean log<sub>2</sub> fold change across each target from the noRE reporter results. The corrected fold changes were scaled using a z-score transformation and named “interaction scores”. Significance was calculated using a one-sample t-test with [t.test(mu=0)], followed by multiple testing correction with [p.adjust()]. The analysis revealed a total of 166 significant TF-RE interactions (FDR≤0.2).

### *Downstream analysis*

To confirm the validity of the interactions and to detect regulatory patterns, the reporter screen data was correlated to the TFi screen and RNA-seq data. First, interaction scores of the identified TF-RE interactions were compared to the Xist<sup>High</sup>/Xist<sup>Neg</sup> comparison from the TFi screen across all (Fig. 4e) or individual reporters (Extended Fig. E9g). Similarity to the TFi screen was further assessed by ordering TF targets by their rank in the Xist<sup>High</sup> or Xist<sup>Low</sup> comparisons from the TFi screen and plotting a cumulative interaction score. For statistical analysis, an empirical p-value was estimated by calculating the mean cumulative score across all ranks and comparing it to the mean cumulative scores, when the ranks were scrambled (n=10,000). For visualization, the 99th and 95th percentile of the scrambled distributions at any particular rank is included in the plot. In addition, GSEA was performed

to test for an enrichment of TF gene expression clusters (see Fig. 3) among activating interactions in the reporter screen<sup>38</sup>. Additionally, enrichment of TF genes sensitive to X-chromosome number was tested. To this end, the TF genes were filtered for those with at least one significant interaction in the reporter screens ( $FDR \leq 0.2$ ) and used *fgsea* (v1.24.0) with `[fgsea(minSize=5, maxSize=500, nperm=1000, scoreType="pos")]`<sup>39</sup>. In addition, z-score transformed RNA-seq expression of positively interacting TF genes (see Fig. 3) across individual reporter lines (Extended Fig. E9h) or distal, proximal and noRE-like reporter clusters (Extended Fig. E9i-j) was calculated for the first 48 hours of 2iL-withdrawal. XX-specific expression for the proximal and distal RE clusters was assessed using a *Wilcoxon rank-sum test* ( $p \leq 0.05$ ).

### *Motif enrichment analysis*

DNA-binding motifs of reporter screen TFs were investigated to differentiate between direct and indirect interactions. To this end, *FIMO* (v5.1.1) was used with `[fimo]` to identify motifs from a comprehensive set of non-redundant TF motifs. Next, the motifs were filtered for TFs with at least one functional interaction in the reporter screens. The absolute interaction scores across all REs were plotted in the different groups as a cumulative distribution depending on the presence of a TF motif. In addition, the analysis was performed after subsetting for interactions involving Xist activators (see Fig. 1). Significance was calculated using a *Wilcoxon rank-sum test* ( $p \leq 0.05$ ).

### **ChIP-seq analysis**

Raw .fastq files (GSE56098, E-MTAB-7208) or processed .bigwig tracks (GSE58408) were retrieved from the GEO accession viewer or from the EMBL-EBI Array Express. For .fastq data, sequencing adaptors were removed using *Trim Galore* (v0.6.4) with option `[--illumina]` (<https://github.com/FelixKrueger/TrimGalore>). The trimmed reads were then aligned using *bowtie2* (v2.3.5.1) with the options `[--very-sensitive -l 10 -X 2000]` for paired-end and `[--very-sensitive]` for single-end data<sup>40</sup>. The resulting files were processed using *samtools* (v1.10) with options `[view -f 2 -q 20]` and `[sort]` for paired-end or `[view -F 4 -q 20]` and `[sort]` for single-end data<sup>41</sup>. Blacklisted regions for *mm10* and duplicated reads were removed using *bedtools* (v2.29.2) with options `[intersect -v]`<sup>42,43</sup> *Picard* (v2.18.25) with options `[MarkDuplicates VALIDATION_STRINGENCY=LENIENT REMOVE_DUPLICATES=TRUE]` (<http://broadinstitute.github.io/picard>). Peaks were called using *MACS2* (v2.2.7.1) with standard options<sup>44</sup>

## CUT&Tag analysis

### *Data processing*

Processing of CUT&Tag data was performed as described previously<sup>45</sup>. In detail, sequencing adapters were removed using *Trim Galore* (v0.6.4) with option [--paired --nextera] (<https://github.com/FelixKrueger/TrimGalore>). The trimmed reads were then aligned using *bowtie2* (v2.3.5.1) with the options [--local --very-sensitive-local --no-mixed --no-discordant --phred33 -I 10 -X 2000]<sup>40</sup> and processed using *samtools* (v1.10) with options [view -f 2 -q 20] and [sort]<sup>41</sup>. Blacklisted regions for *mm10* were removed using *bedtools* (v2.29.2) with options [intersect -v]<sup>42,43</sup>. For the analysis of sequencing tracks with the *UCSC genome browser*<sup>46</sup>, .bam files of individual replicates were merged using *samtools* (v1.10) with [merge]<sup>41</sup>. Duplicated fragments were removed using *Picard* (v2.18.25) with options [MarkDuplicates VALIDATION\_STRINGENCY=LENIENT REMOVE\_DUPLICATES=TRUE] (<http://broadinstitute.github.io/picard>). Peaks were called using *MACS2* (v2.2.7.1) with standard options<sup>44</sup> and .bigwig tracks generated using *deepTools* (v3.5.5) with options [bamCoverage -bs 10 --normalizeUsing CPM]<sup>47</sup>. Only peaks overlapping between all three replicates for each sample were used for further analysis. *DiffBind* (v3.14.0) was used to determine differential peaks with [dba.analyze(method = DBA\_ALL\_METHODS)] and [dba.report(method = DBA\_ALL\_METHODS, contrast = 1, th = 0.05, bUsePval = T)]. Mapping statistics and quality control metrics are listed in Supplementary Table 4.

### *Xist locus analysis*

To identify changes at *Xist*-controlling REs, reads were quantified *RSubread* (v2.0.1) with [featureCounts(isPairedEnd=TRUE)]<sup>25</sup>. Changes compared to the sgNT control were assessed using an *unpaired t-test* ( $p \leq 0.05$ ). RE/histone mark combinations with <5 average counts across all samples were removed from the analysis.

## scRNA-seq analysis

### *Data processing*

Sequencing reads from the 10x cDNA library were mapped to the mouse mm10 genome with *STARsolo* (v.2.7.11a) with settings [soloType=CB\_UMI\_Simple, soloFeatures=GeneFull\_Ex50pAS]<sup>33,48</sup>. To map reads to either the reference B6 or the alternative Cast alleles, the “Diploid Genome” options of *STARsolo* were used together with experimentally determined single nucleotide variants from the TX1072 cell line<sup>49</sup>. To remove empty droplets and assign a quality metric to the mapping of allelic reads *EmptyDrops*<sup>50</sup> and *WASP*<sup>51</sup> were used within *STARsolo* (v.2.7.11a)<sup>48</sup>. Outlier cells were filtered using default

settings of *scater* (v1.26.1)<sup>52</sup>. MULTI-seq sample barcodes were extracted from the separately sequenced MULTIseq library and assigned to cells using *deMULTiplex2* (v1.0.1)<sup>53</sup>. Only cells with a uniquely assigned sample barcode were kept for further analysis.

To generate allele-specific count tables of X-chromosomal reads, reads were filtered for high-quality assignments by the presence of the *vW:i:1 WASP* filter read tag. Next, X-chromosomal reads were extracted and split into separate .bam files for each haplotype. The .bam files were sorted and indexed with *samtools* (v1.19.2)<sup>41</sup>. Count tables were generated using *featureCounts* (v2.0.6)<sup>54</sup> to assign reads to genes and *UMI-tools* (v1.1.4) to quantify UMI-level counts with option [--per-gene --gene-tag=XT --assigned-status-tag=XS --per-cell --umi-tag=CB --cell-tag=CB --extract-umi-method=tag]<sup>55</sup>. Non-allelic count tables were generated in the same manner, using the unfiltered .bam file as input. Further downstream analyses were performed with *Scanpy* (v1.9.8) and *Anndata* (v0.10.5)<sup>56,57</sup>. Cells with  $\geq 3\%$  mitochondrial reads were removed. Read counts were normalized to 10,000 reads per cell and log-transformed using the [sc.pp.normalize\_total] and [sc.pp.log1p] functions. To filter XO cells, cells with normalized Xist expression  $\leq 0.5$  and an X-chromosomal ratio (B6 chrX reads/total chrX reads)  $\geq 0.85$  or  $\leq 0.15$  were removed. PCA was performed using the 500 most variable genes with the functions [sc.pp.highly\_variable\_genes] and [sc.tl.pca].

### *Allelic analysis*

To investigate X-chromosome silencing, cells with no allelic Xist counts and those with bi-allelic Xist expression were filtered out (Xist allelic fraction 0.2-0.8) (Extended Data Fig. 10d,o). In the remaining cells, the Xi was determined as the allele with the higher Xist count. The allelic fraction was then calculated for the entire chrX or individual genes with  $\text{Counts}_{Xi} / \text{Counts}_{Xi+Xa}$ . Cells with misassigned Xi were removed (chrX allelic fraction  $\geq 0.6$ ).

### *Dose-response analysis*

To investigate the relationship between Xist levels and gene silencing, all cells exhibiting monoallelic Xist expression were included into a dose-response analysis (3,657 cells out of 4,081 cells with allelic Xist reads). To this end, the cells were grouped by Xist levels into 10 equally sized bins. Allelic ratios, indicative of silencing, were calculated X-chromosome wide and per X-linked gene displaying  $\geq 1$  counts in  $\geq 30$  cells per expression bin. Genes classified as escapees, defined by an allelic ratio difference  $< 0.15$  between the lowest and highest Xist expression bins, were excluded from the analysis. Subsequently, the median Xist expression in each bin was normalized to the highest Xist expression bin.

Next, a four-parameter log-logistic function was fit between the allelic ratios and the normalized Xist expression using the *drc* package (v3.0.1) with [drm(fct = LL.4(fixed = c(NA, 0, 0.5, NA)), start = c(1,0.25))]<sup>58</sup>

## References

1. Imkeller, K., Ambrosi, G., Boutros, M. & Huber, W. gscreend: modelling asymmetric count ratios in CRISPR screens to decrease experiment size and improve phenotype detection. *Genome Biol.* **21**, 53 (2020).
2. Li, W. *et al.* Quality control, modeling, and visualization of CRISPR screens with MAGeCK-VISPR. *Genome Biol.* **16**, 281 (2015).
3. Gjaltema, R. A. F. *et al.* Distal and proximal cis-regulatory elements sense X chromosome dosage and developmental state at the Xist locus. *Mol. Cell* **82**, 190–208 (2022).
4. Noviello, G., Gjaltema, R. A. F. & Schulz, E. G. CasTuner is a degron and CRISPR/Cas-based toolkit for analog tuning of endogenous gene expression. *Nat. Commun.* **14**, 3225 (2023).
5. Oh, H. J. *et al.* Jpx RNA regulates CTCF anchor site selection and formation of chromosome loops. *Cell* **184**, 6157–6173.e24 (2021).
6. Ravid Lustig, L. *et al.* GATA transcription factors drive initial Xist upregulation after fertilization through direct activation of long-range enhancers. *Nat. Cell Biol.* **25**, 1704–1715 (2023).
7. Makhoulf, M. *et al.* A prominent and conserved role for YY1 in Xist transcriptional activation. *Nat. Commun.* **5**, 4878 (2014).
8. Conaway, R. C. & Conaway, J. W. The INO80 chromatin remodeling complex in transcription, replication and repair. *Trends Biochem. Sci.* **34**, 71–77 (2009).
9. Navarro, P. *et al.* Molecular coupling of Xist regulation and pluripotency. *Science* **321**, 1693–1695 (2008).
10. Tian, D., Sun, S. & Lee, J. T. The long noncoding RNA, Jpx, is a molecular switch for X chromosome inactivation. *Cell* **143**, 390–403 (2010).
11. Gontan, C. *et al.* RNF12 initiates X-chromosome inactivation by targeting REX1 for degradation. *Nature* **485**, 386–390 (2012).
12. Furlan, G. *et al.* The ftx noncoding locus controls X chromosome inactivation independently of its RNA products. *Mol. Cell* **70**, 462–472.e8 (2018).
13. Navarro, P. *et al.* Molecular coupling of Tsix regulation and pluripotency. *Nature* **468**, 457–460 (2010).
14. Lai, W. S., Carballo, E., Thorn, J. M., Kennington, E. A. & Blackshear, P. J. Interactions

- of CCCH zinc finger proteins with mRNA. Binding of tristetraprolin-related zinc finger proteins to Au-rich elements and destabilization of mRNA. *J. Biol. Chem.* **275**, 17827–17837 (2000).
15. Racine, J. S. RStudio: A Platform-Independent IDE for R and Sweave. *J. Appl. Econ* **27**, 167–172 (2012).
  16. Wickham, H. *et al.* Welcome to the tidyverse. *JOSS* **4**, 1686 (2019).
  17. van der Walt, S. *et al.* scikit-image: image processing in Python. *PeerJ* **2**, e453 (2014).
  18. Harris, C. R. *et al.* Array programming with NumPy. *Nature* **585**, 357–362 (2020).
  19. Otsu, N. A Threshold Selection Method from Gray-Level Histograms. *IEEE Trans. Syst. Man Cybern.* **9**, 62–66 (1979).
  20. Finak, G. *et al.* OpenCyto: an open source infrastructure for scalable, robust, reproducible, and automated, end-to-end flow cytometry data analysis. *PLoS Comput. Biol.* **10**, e1003806 (2014).
  21. Hahne, F. *et al.* flowCore: a Bioconductor package for high throughput flow cytometry. *BMC Bioinformatics* **10**, 106 (2009).
  22. Hu, H. *et al.* AnimalTFDB 3.0: a comprehensive resource for annotation and prediction of animal transcription factors. *Nucleic Acids Res.* **47**, D33–D38 (2019).
  23. Pacini, G. *et al.* Integrated analysis of Xist upregulation and X-chromosome inactivation with single-cell and single-allele resolution. *Nat. Commun.* **12**, 3638 (2021).
  24. Frankish, A. *et al.* GENCODE reference annotation for the human and mouse genomes. *Nucleic Acids Res.* **47**, D766–D773 (2019).
  25. Liao, Y., Smyth, G. K. & Shi, W. The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. *Nucleic Acids Res.* **47**, e47 (2019).
  26. Schmidt, H. *et al.* Genome-wide CRISPR guide RNA design and specificity analysis with GuideScan2. *Genome Biol.* **26**, 41 (2025).
  27. Doench, J. G. *et al.* Optimized sgRNA design to maximize activity and minimize off-target effects of CRISPR-Cas9. *Nat. Biotechnol.* **34**, 184–191 (2016).
  28. Payer, B. *et al.* Tsix RNA and the germline factor, PRDM14, link X reactivation and stem cell reprogramming. *Mol. Cell* **52**, 805–818 (2013).
  29. Sun, S. *et al.* Jpx RNA activates Xist by evicting CTCF. *Cell* **153**, 1537–1551 (2013).
  30. Montague, T. G., Cruz, J. M., Gagnon, J. A., Church, G. M. & Valen, E. CHOPCHOP: a CRISPR/Cas9 and TALEN web tool for genome editing. *Nucleic Acids Res.* **42**, W401-7 (2014).
  31. Murtha, M. *et al.* FIREWACH: high-throughput functional detection of transcriptional regulatory modules in mammalian cells. *Nat. Methods* **11**, 559–565 (2014).
  32. Li, W. *et al.* MAGECK enables robust identification of essential genes from

- genome-scale CRISPR/Cas9 knockout screens. *Genome Biol.* **15**, 554 (2014).
33. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
  34. Mohammed, H. *et al.* Single-Cell Landscape of Transcriptional Heterogeneity and Cell Fate Decisions during Mouse Early Gastrulation. *Cell Rep.* **20**, 1215–1228 (2017).
  35. Altay, A. & Vingron, M. scATAcat: cell-type annotation for scATAC-seq data. *NAR Genom. Bioinform.* **6**, lqae135 (2024).
  36. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
  37. Xu, P. *et al.* Genome-wide interrogation of gene functions through base editor screens empowered by barcoded sgRNAs. *Nat. Biotechnol.* **39**, 1403–1413 (2021).
  38. Subramanian, A. *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci USA* **102**, 15545–15550 (2005).
  39. Korotkevich, G. *et al.* Fast gene set enrichment analysis. *BioRxiv* (2016) doi:10.1101/060012.
  40. Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat. Methods* **9**, 357–359 (2012).
  41. Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078–2079 (2009).
  42. Quinlan, A. R. & Hall, I. M. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* **26**, 841–842 (2010).
  43. Amemiya, H. M., Kundaje, A. & Boyle, A. P. The ENCODE blacklist: identification of problematic regions of the genome. *Sci. Rep.* **9**, 9354 (2019).
  44. Zhang, Y. *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* **9**, R137 (2008).
  45. Kaya-Okur, H. S. *et al.* CUT&Tag for efficient epigenomic profiling of small samples and single cells. *Nat. Commun.* **10**, 1930 (2019).
  46. Kent, W. J. *et al.* The human genome browser at UCSC. *Genome Res.* **12**, 996–1006 (2002).
  47. Ramírez, F. *et al.* deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* **44**, W160–5 (2016).
  48. Kaminow, B., Yunusov, D. & Dobin, A. STARsolo: accurate, fast and versatile mapping/quantification of single-cell and single-nucleus RNA-seq data. *BioRxiv* (2021) doi:10.1101/2021.05.05.442755.
  49. Barros de Andrade E Sousa, L. *et al.* Kinetics of Xist-induced gene silencing can be predicted from combinations of epigenetic and genomic features. *Genome Res.* **29**,

- 1087–1099 (2019).
50. Lun, A. T. L. *et al.* EmptyDrops: distinguishing cells from empty droplets in droplet-based single-cell RNA sequencing data. *Genome Biol.* **20**, 63 (2019).
  51. van de Geijn, B., McVicker, G., Gilad, Y. & Pritchard, J. K. WASP: allele-specific software for robust molecular quantitative trait locus discovery. *Nat. Methods* **12**, 1061–1063 (2015).
  52. McCarthy, D. J., Campbell, K. R., Lun, A. T. L. & Wills, Q. F. Scater: pre-processing, quality control, normalization and visualization of single-cell RNA-seq data in R. *Bioinformatics* **33**, 1179–1186 (2017).
  53. Zhu, Q., Conrad, D. N. & Gartner, Z. J. deMULTiplex2: robust sample demultiplexing for scRNA-seq. *Genome Biol.* **25**, 37 (2024).
  54. Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923–930 (2014).
  55. Smith, T., Heger, A. & Sudbery, I. UMI-tools: modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy. *Genome Res.* **27**, 491–499 (2017).
  56. Wolf, F. A., Angerer, P. & Theis, F. J. SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol.* **19**, 15 (2018).
  57. Virshup, I., Rybakov, S., Theis, F. J., Angerer, P. & Wolf, F. A. anndata: Access and store annotated data matrices. *JOSS* **9**, 4371 (2024).
  58. Ritz, C., Baty, F., Streibig, J. C. & Gerhard, D. Dose-response analysis using R. *PLoS ONE* **10**, e0146021 (2015).

# Supplementary material for: Reporter CRISPR screens decipher cis-regulatory and trans-regulatory principles at the Xist locus
**Source:** Nat Struct Mol Biol. 2025 Oct 6;32(12):2465–75. doi: 10.1038/s41594-025-01686-3
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data generated in this study is available on GEO under accession number GSE274507. Raw microscopy data is available at doi.org/10.5281/

zenodo.12821363, doi.org/10.5281/zenodo.12821095 and doi.org/10.5281/zenodo.15617117. Flow cytometry data (.fcs files) is available at doi.org/10.5281/zenodo.12822424. AnimalTFDB3.0, used to design the TF screen library, is available at <https://guolab.wchscu.cn/AnimalTFDB/#/>. The mm10 reference genome used in this study is available at <https://hgdownload.soe.ucsc.edu/goldenPath/mm10/bigZips/latest/mm10.fa.gz>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration *Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.*

Study protocol *Note where the full trial protocol can be accessed OR if not available, explain why.*

Data collection *Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.*

Outcomes *Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.*

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No                                  | Yes                      |                            |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No                                  | Yes                      |                                                                             |

## Plants

Seed stocks *Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

Novel plant genotypes *Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

Authentication *Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

*May remain private before publication.*

GSE273068

Files in database submission

Bigwig, fastq

Genome browser session  
(e.g. [UCSC](#))

[https://genome.ucsc.edu/s/tillsc23/CnT\\_xist\\_act](https://genome.ucsc.edu/s/tillsc23/CnT_xist_act)

### Methodology

Replicates

3

Sequencing depth

paired-end, 100 bp, 3.5-9.3\*10<sup>6</sup> fragments (CUT&Tag)

Antibodies

H3K4me3 (Active Motif, Cat# 61379, Lot# 23107153), H3K4me1 (Active Motif, Cat# 39635, Lot# 21516012), H3K27ac (Active Motif, Cat# 39685, Lot# 23188112), Rabbit anti-mouse secondary Ab (Thermo Flsher, Cat# 31194) - Used for CUT&Tag

Peak calling parameters

MACS2 standard options

Data quality

Nr. of peaks, FrIP and duplicate reads available in supplement

Software

[https://github.com/EddaSchulz/TFiScreen\\_Paper](https://github.com/EddaSchulz/TFiScreen_Paper)

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Mouse embryonic stem cells, unfixed with GFP reporter (Reporter screens) or fixed with PrimeFlow kit (Xist screens)

Instrument

FACSAria Fusion flow cytometer (BD)

Software

[https://github.com/EddaSchulz/TFiScreen\\_Paper](https://github.com/EddaSchulz/TFiScreen_Paper)

Cell population abundance

Not applicable (sorted cells were harvested for CRISPR screens)

Gating strategy

Gating live cells + singlets with forward and sideward scatters, then sorting GFP/Alexa 647 high and low populations

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

*Indicate task or resting state; event-related or block design.*

Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across*

*subjects).*

## Acquisition

Imaging type(s)

*Specify: functional, structural, diffusion, perfusion.*

Field strength

*Specify in Tesla*

Sequence &amp; imaging parameters

*Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*

Area of acquisition

*State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*

Diffusion MRI

☐ Used☐ Not used

## Preprocessing

Preprocessing software

*Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*

Normalization

*If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*

Normalization template

*Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*

Noise and artifact removal

*Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

Volume censoring

*Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.*

## Statistical modeling & inference

Model type and settings

*Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).*

Effect(s) tested

*Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.*Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

*Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.*(See [Eklund et al. 2016](#))

Correction

*Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).*

## Models & analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity☐ ☐ Graph analysis☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

*Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).*

Graph analysis

*Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

How the deposited data were processed for this re-analysis (not part of the article)

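RNA was measured in XX and XO TX1072 cells at 10 time points of 2iL withdrawal, in 59 libraries of 20 groups (3 replicates per group, 2 in XO cells at 36 h). The sample labels name the Collibri Stranded RNA library prep kit and the paper the Collibri 3′ mRNA library prep kit, and no choice between them was made here. Sample, line, time point and replicate were taken from the sample titles and column names. The deposited tables hold 1 further value column without a sample, which was not used.

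The authors aligned the reads to mm10 with STAR 2.7.9a, as single-end reads, and counted them over exons with featureCounts of Rsubread 2.0.1 on GENCODE M25 with Xert added. The deposited counts are whole-number read counts per gene, not normalized, for 55402 genes. The deposited CPM were made by the authors from these counts, and CPM recomputed from the counts differ from them by at most 2.9e-11. The log2 fold changes and standard errors of the authors' deposited table come from the authors' DESeq2 1.42.0 comparison of XX with XO cells at each time point. The score column of that table, as deposited, is the authors' Wald statistic. The p-value and adjusted p-value columns were computed by the authors with DESeq2 too. Gene positions were taken from GENCODE M21 (GRCm38/mm10) by gene ID, which matched 55141 genes.

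Libraries held 1744721 to 21480459 counts in genes (median 9619349), and the library with the fewest was replicate 1 of XO cells at 96 h. It stood apart from the other libraries of its group, with a chi-square per gene of 76.9 and 65.6 against them, where that between them was 11.1. It held 2.06% of counts on chromosome 16 against 2.75 and 2.7%. The gene CT010467.1 took 19.4% of its counts against 6.8 and 8.45%, which lowers every other share. The library's median log2 ratio of chromosome 16 genes to XX cells was 0.452, near the 0.475 and 0.53 of the others. The lower share therefore does not show a loss of the extra chromosome 16. The counts exceed the mapped reads of Supplementary Table 2, with 1.23 to 1.59 counts per mapped read, for a reason that was not tested. The counting options that the paper lists do not say how reads that align to several places were handled. Between 16853 and 24587 genes were detected per library. No pair of libraries within a group was a duplicate (lowest chi-square per gene 5.93 over 58 pairs).

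Counts were analysed with R 4.3.3, edgeR 4.0.16 and limma 3.58.1. Genes with low counts were removed with filterByExpr (19214 genes kept), libraries were scaled with TMM, and a quasi-likelihood model with 1 coefficient per group was fitted to all libraries (39 residual degrees of freedom). The lines were compared over all time points and at each one, each time point was compared with 0 h within each line, and the response to time and the difference of the courses were tested with 9 degrees of freedom. Adjusted p are Benjamini-Hochberg values at a threshold of 0.05 over all genes tested. No label says that a replicate number marks libraries of one culture. In XX cells, deviations from the group means correlated between libraries of one number by 0.2798 to 0.3396 for 24 h with 0 h and by 0.1285 to 0.2923 for 96 h with 0 h (3 pairs each), so the numbers were taken to pair the libraries in these comparisons, and a block for the number was tried as an alternative. Lists of genes were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, with Benjamini-Hochberg adjustment over lists within a comparison. In XX against XO over the time course, the calls of WNT targets (1 higher, 7 lower, mean −0.448, camera adjusted p = 0.021) and of the Xist locus (4 higher, 1 lower, mean 0.44, camera adjusted p = 0.02) were lost at an estimated correlation (adjusted p = 0.088 for both), and the others were kept. Differences between lists were tested by permutation over genes, with 100000 resamples or exactly where a list had fewer than 10 genes. Time windows, gene lists, tests and alternatives were fixed before the data were examined, apart from those named as chosen later.

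TF genes were placed in groups by the time of the highest XX mean (0 h, 10 to 30 h, 36 to 96 h), with k-means of 2 centres on the z-scored group means splitting the early and the late genes. The analysis of variance was computed on CPM with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Log2 CPM for principal components used a prior count of 2. Genes named in the text are the Xist activators and repressors, other factors the paper names, and genes chosen by a rule set beforehand. For the lines over the time course, and for XX cells at 24 h and 96 h against 0 h, the rule takes the 10 genes with the largest change in each direction among those past the threshold with a mean of at least 5 CPM. They had the same sign at all 10 time points, or no overlap between the libraries of the 2 time points. For the difference of the courses it takes the 10 genes with the smallest p and a mean of at least 5 CPM, and of each gene list up to 4 members, those with the largest change past the threshold. Values of activators, repressors and Xist in the paper's tables had been seen. By chance, 10% of comparisons of 3 with 3 libraries do not overlap.

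The fit was tested on simulated data made from these libraries. Over the time course, the comparison of the lines recovered 50 of 100 genes changed 1.25-fold and 97 of 100 changed 2-fold, with 6 false calls. XX cells at 24 h against 0 h recovered 5 of 100 genes changed 1.5-fold and 83 of 100 changed 4-fold, with 4 false calls. In these simulations only 100 of the 17822 genes tested were changed at each fold. With so few changes the adjusted threshold is stricter than in the real comparison, where 3723 of 19214 genes were called. The recovery of small differences in the real comparison was not tested and may be higher. Small differences at a single time point may still be missed.

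Alternatives were DESeq2 size factors, no low-count filter (40790 genes), DESeq2's test (DESeq2 1.42.0), a block for the replicate number in edgeR and in limma's voom with duplicateCorrelation, TMM factors without X-linked and chromosome 16 genes, leaving out the library with the fewest counts and each replicate of each line in turn, fits of only 2 groups, and the analysis of variance with Benjamini-Hochberg or Holm adjustment. The single-cell data of embryos, the screens and the other data types of the study were not analysed here. Results for 1 activator, and an alternative set beforehand that leaves it out of its lists, under which 1 list result given here fell short of its test before adjustment over lists, are not reported here.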

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

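The tests of the chromosome 8 genes and the test of the naive and MAPK genes at 0 h were chosen after the result was seen. No group of this time course holds 4 to 10 libraries, so no library was tested as an outlier.

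The first kind of result listed here is a difference between the lines in how they changed with time. Over the whole series, 2768 genes changed differently in XX and XO cells, by a test of the difference with 9 degrees of freedom, and 4 of 26 Xist activators were among them. For groups of genes, the change from 0 h in XX cells minus that in XO cells was tested with camera, and the adjusted p given here is that with an estimated correlation. From 0 h to 24 h the difference was −0.38 for the Transient 2 activators (2 of 9 above 0, adjusted p = 0.035), 0.51 for naive pluripotency genes (13 of 16, adjusted p = 0.00064), 1.30 for genes of the primitive streak and mesendoderm (11 of 14, median 1.42, adjusted p = 0.0091) and −0.71 for p53 targets (0 of 10, adjusted p = 0.00064). From 0 h to 96 h it was 0.64 for the proximal RE activators (8 of 11, adjusted p = 0.026), 1.31 for naive genes (15 of 16, adjusted p = 6.1e-08), 0.78 for formative genes (9 of 12, adjusted p = 0.02), 1.74 for the primitive streak and mesendoderm (12 of 14, median 1.54, adjusted p = 0.011), −2.20 for fibroblast genes (2 of 7, median −1.51, adjusted p = 0.0036) and 1.40 for the other factors the paper names (12 of 14, median 1.21, adjusted p = 0.0036). Without replicate 1 of XO cells at 96 h, which stood apart from its group, these differences from 0 h to 96 h were 0.712, 1.288, 0.732, 1.741, −2.297 and 1.438 in the same order, an alternative chosen after the data were seen, and all stayed past the test (largest adjusted p = 0.041). The lists with a median hold genes at 0 CPM in a group, whose fitted changes depend on the prior count.

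The second kind is a difference between XX and XO cells, averaged over the time course, in groups of genes that the paper does not compare between the lines as groups, although it discusses single naive pluripotency factors. The median was −0.114 for genes on chromosome 8. The mean was 1.09 for naive pluripotency genes, −0.44 for primitive endoderm genes (median −0.72), −1.89 for 2-cell-like genes, −0.79 for MAPK targets and 0.76 for genes known to escape X inactivation.

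Naive pluripotency genes were higher in XX cells (15 of 16) and MAPK targets lower (9 of 13). A later exit of XX cells from equal starting states is argued against, since the lines were already apart at 0 h, by 0.38 for naive genes (camera p = 0.0025, and 0.0049 with an estimated correlation) and −1.02 for MAPK targets (camera p = 0.001, and 0.0096 with an estimated correlation). The difference in naive genes grew after withdrawal, by 0.51 from 0 h to 24 h and by 1.31 from 0 h to 96 h. A later exit from starting states that already differed therefore stays open for the naive genes. The batch of the XX replicate 1 libraries of 0 to 56 h is argued against by means of 1.08 and −0.81 without them (n = 51 libraries, larger camera p = 1e-07), and normalization factors that rest on X-linked and chromosome 16 genes by means of 1.08 and −0.80 without these genes (n = 59 libraries, larger camera p = 4.7e-08). Whether the difference comes from X-chromosome number or from another property of the single XO clone was not tested and stays open. A candidate explanation is a weaker output of MAPK signaling with 2 X chromosomes, which further XO clones would test.

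X-linked genes exceeded XO levels in XX cells by a median of 0.759 at 0 h and 0.458 at 96 h, and by 0.758 and 0.562 among genes with a mean of at least 10 CPM. The fall was not steady, since the latter median was 0.566 at 48 h, 0.71 at 56 h and 0.725 at 72 h, when Xist was already high. Silencing of one X chromosome in XX cells may contribute, since the median change of X-linked genes, −0.27, lay below that of every autosome (lowest −0.113). Loss of an X chromosome in part of the XX cells cannot be told apart from silencing in these counts. By allele-specific scRNA-seq at about 96 h, the paper reports silencing of the inactive X in Xist-positive wild-type cells of this line. XO cells were filtered out there, so their share in these libraries stays open. The paper also states that RNA-FISH was regularly used before experiments to check that both X chromosomes were kept. The 7 escape genes changed by −0.06 on average and 309 other X-linked genes by −0.11 (standard deviation 0.93, permutation p = 0.79), too few genes for so wide a spread. Normalization of the libraries was not excluded by the margin set beforehand, at 1.57 times the largest median change of an autosome, although that change was a rise (0.172) and no autosome fell as far as the X-linked genes.

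Genes on chromosome 8 were lower in each of 30 XX libraries than the mean of the other line (−0.241 to −0.083) and higher in each of 29 XO libraries (0.053 to 0.224). Normalization factors that rest on X-linked and chromosome 16 genes are argued against by a median of −0.126 without these genes, where the lowest autosome other than 8 and 16 was at −0.051. A single segment is argued against by medians below 0 in 100% of 12 windows of 10 Mb with at least 10 genes, and a single library or time point by medians below those of every other autosome but 16 at 9 of 10 time points. A different number of chromosome 8 copies in part of the cells of one line stays open. The median ranged over 0.131 between time points, and RNA does not count copies. The paper reports that all its ES cell lines were karyotyped by shallow DNA sequencing, and it specifies no change of chromosome 8. Whether that would show a change in part of the cells was not tested here. No biological explanation was tested.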

How the results depend on the processing

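Leaving out the XX replicate 1 libraries of 0 to 56 h, leaving out Otx2, limiting chromosome 8 to genes of at least 10 CPM, and leaving out the library of fewest counts for the changes of gene lists from 0 h to 96 h were chosen after the data were seen; the other alternatives were planned. Over 36 results and the 356 alternative values reported, 321 stayed on their side of the test or within 1.5 times the count or 1 standard deviation, 29 moved, 2 fell short of the test, 4 passed it and 0 of those past it reversed. Of results not past their test, the difference in time of maximum changed sign without XX replicate 3 (−0.965 h) and by the mean over both lines (−0.531 h), and basal minus boosting activators without XO replicate 3 (−0.002). Over 133 single genes and 1811 values, 1728 stayed on their side of the test, 62 fell short and 21 passed. XX cells had the higher value in 56.1% of calls between the lines in the fit reported, in 49.9 to 58.2% over the other fits of counts, and in 5417 of 8497 calls of the analysis of variance over all genes, 137 of 185 over TF genes with Holm adjustment and 216 of 298 with Benjamini-Hochberg adjustment. The library with the fewest counts, of XO cells at 96 h, held 1744721, and without it 8341 genes differed between the lines and 3269 in their course. Where no reason is named below, the cause was not tested.

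The analysis of variance over TF genes alone holds fewer genes by construction. With Holm and Benjamini-Hochberg adjustment it called 185 and 298 genes for the lines, 373 and 484 for differentiation and 73 and 179 for the difference of the courses. Over all genes with Benjamini-Hochberg adjustment, 4439 courses differed. A fit of only 2 groups has fewer libraries by construction. Between the lines it called 2579 genes at 0 h, 1430 at 24 h and 70 at 96 h. At 48 h it called 3034, more than the 2081 of the fit reported. In XO cells it called 3584 from 0 h to 96 h. The fits with XO cells at 96 h hold replicate 1, which stood apart from its group, and were not run without it. The mean of the distal RE activators was 0.171 with DESeq2's test and 0.2 with limma's voom and a random replicate block, both past camera's test before adjustment over lists. Transient 1 activators exceeded the later ones by 0.347 by medians (exact permutation p = 0.031) and by 0.303 without Otx2 (exact permutation p = 0.023). Chromosome 16 genes of at least 10 CPM had a median of −0.451. With the 1000 genes of highest variance, the correlation of component 1 with time was 0.844, against 0.868.

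With each replicate of each line left out in turn, there are fewer libraries by construction. Differing courses numbered 1677 (without XX replicate 3) to 2718. Genes that differed between the lines numbered 1597 to 2241 at 0 h, 1475 to 2044 at 24 h, 1276 to 1811 at 48 h and 759 to 1406 at 96 h, each lowest without XX replicate 3. From 0 h to 24 h, 2152 (without XX replicate 3) to 4075 genes changed in XX cells and 1966 (without XO replicate 2) to 3056 in XO cells. Transiently upregulated activators numbered 3 (without XX replicate 1 and without XX replicate 2) to 5. The mean of the boosting activators was 0.176 (without XO replicate 2) to 0.209, and was no longer past camera's test before adjustment over lists without XO replicate 2 and without XX replicate 2 (0.179).

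Between the lines, replicate numbers do not pair the libraries: deviations of XX and XO libraries of one number had a median correlation of 0.0266 over 29 pairs, 11 of them over 0.1, and 13 of 29 correlated best with their own number. In XO cells, the median correlation was 0.00134 of each time point with 0 h (10 of 26 over 0.1, 8 of 26 best with their own number) and 0.06 between neighboring time points (11 and 12 of 25). XX libraries of one number were more alike, with medians of 0.195 with 0 h (18 of 27 over 0.1, 17 of 27 best with their own number) and 0.178 between neighboring time points (18 and 15 of 27), though only for some pairs of time points over 0.1 in all 3 replicates. With the replicate block in edgeR and in limma's voom, 7930 and 7778 genes differed between the lines, 13305 and 13800 changed with time, and 2870 and 3312 differed in their course. In XX cells, 3814 and 4286 genes changed from 0 h to 24 h and 6722 and 7110 from 0 h to 96 h. The block in edgeR changed no call given here for these XX changes. With that in limma's voom, 15 of 16 naive genes were lower and 8 of 14 genes of the primitive streak higher at 96 h.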

Differences from the paper's values

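In the paper's source data, 7 activators are in Transient 1 (the paper's value), against 12 here, and 9 are in Transient 2 (the paper's value), against 1 here. The paper clustered on both lines but does not state which line gave the time of maximal expression. The highest XX mean was used here, so the placing rule may differ from the paper's. Of the alternatives set before the data were examined, placing genes by the time of the highest mean over both lines gives 6 and 11, and k-means on XX group means gives 7 and 6, all within 1.5 times the paper's values. Without each replicate of either line and without the library of fewest counts, the numbers are 12 to 15 and 0 to 2, which are not. The numbers in Transient 3 (6 in the paper, 7 here) and in all 3 transient clusters (22 in the paper, 20 here) do not differ by this measure.

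The paper counts 18 activators that respond to differentiation and 9 that respond to X-chromosome number, at an FDR of 0.05; the test used here, at the same threshold over all genes, calls 23 and 13, within 1.5 times. The analysis of variance with Holm adjustment over TF genes gives 18 and 9, and 57 of the 63 FDR values under 1 in the paper's source data equal the Holm values within 1 percent, against 2 that equal Benjamini-Hochberg values. For X-chromosome number, the count is over 1.5 times the paper's 9 with DESeq2's test (14), with TMM factors without X-linked and chromosome 16 genes (14), without the library of fewest counts (16), without XO replicate 1 (14), and in the analysis of variance with Benjamini-Hochberg adjustment over all genes (15) and over TF genes (15). For X-chromosome number, 8 activators are called in both. Myrf is called by the paper alone (adjusted p = 0.15 here), and is called here with no low-count filter (adjusted p = 0.0048; 0.0048 to 0.56 over 14 settings). Arid4a, Epas1, Pou5f1, Rbpj and Smarcc1 are called here alone. For differentiation, all 18 of the paper's activators are called here, with Adnp, Atf5, Pou5f1, Usf1 and Zfp207 in addition.

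The paper finds the repressors most enriched in the naive cluster. Here 6 of 24 are in the naive group (Fisher's exact p = 0.167) and 5 of 24 in Transient 2 (Fisher's exact p = 0.164). The exact p of the naive group is 0.269 without XX replicate 1, 0.113 without XX replicate 2 and 0.21, the paper's value, without XX replicate 3.

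The paper places the majority of basal activators in Transient 1. By its own memberships 6 of 13 are in it, and 7 of 13 here, with Pou5f1 and Nfrkb among them in both.

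The paper places boosting factors in the later transient clusters for the most part. Here 4 of 11 are in Transient 2 or 3, but Otx2, with its highest XX mean at 30 h, falls in Transient 1. The count therefore does not show that boosting factors peak early. By the paper's memberships 8 of 11 are, and by the highest mean over both lines and by k-means on XX group means 7 are.

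The paper describes the activators as transiently upregulated. A rise at 16 to 36 h followed by a fall at 72 and 96 h in XX cells was called for 5 of 26 activators.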

Other observations

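Among the splits below, the 100 draws that exchange line labels were chosen, or their expected outcome was written, after the result was seen. Feedback and immediate targets of MAPK signaling were lower in XX cells. Of 13 targets, 9 were lower and 0 higher (camera adjusted p = 0.00035 with an estimated correlation), with the early response gene Egr1 at −2.21 (adjusted p = 5.2e-15), the ERK phosphatase genes Dusp6 at −1.70 (adjusted p = 1.9e-11) and Dusp4 at −1.30 (adjusted p = 3.8e-16), and the antagonist gene Spry2 at −1.10 (adjusted p = 7.2e-17). Naive genes stood out in the other direction, led by Prdm14 (3.06, adjusted p = 1.6e-19), Tcl1 (1.95, adjusted p = 2.7e-20), Tfcp2l1 (1.86, adjusted p = 9.9e-35) and Tbx3 (1.67, adjusted p = 2.3e-26). Of 12 primitive endoderm genes, 7 were lower and 1 higher in XX cells (camera adjusted p = 0.019 with an estimated correlation). Among them were the laminin gene Lamb1 (−1.37, adjusted p = 1.4e-26), the endocytic adaptor gene Dab2 (−1.37, adjusted p = 3.9e-22) and the TF gene Gata4 (−1.20, adjusted p = 0.0067). All 9 genes of the 2-cell-like state were lower in XX cells (camera adjusted p = 0.046 with an estimated correlation), such as Zscan4c (−2.70, adjusted p = 1.9e-13) and Zscan4d (−2.27, adjusted p = 3.2e-11). At 48 h 6 of them were past the test, and at 72 h and 96 h 0 were by edgeR. These genes are near-identical copies that share reads, so the value of a single copy is uncertain.

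Of 12 germline genes held by DNA methylation, 5 were higher and 2 lower in XX cells (camera adjusted p = 0.099), with the meiotic genes Hormad1 (2.68, adjusted p = 2.8e-24) and Dazl (1.30, adjusted p = 6.6e-17) higher and Ddx4 lower (−1.03, adjusted p = 9.7e-14). Of 8 genes of DNA methylation, 4 were higher and 1, the methyltransferase gene Dnmt3a (−0.46, adjusted p = 3.6e-12), was lower (camera adjusted p = 0.39). Neuroectoderm genes were mixed, with 4 of 10 lower and 2 higher (camera adjusted p = 0.14), the TF gene Sox11 lower (−1.60, adjusted p = 2.5e-31) and the adhesion gene Ncam1 higher (1.19, adjusted p = 2.8e-19). The imprinted gene Phlda2 was lower in XX cells at all 10 time points, with 0.843 ± 0.131 against 17.3 ± 1.98 CPM at 0 h (n = 3 each; log2 fold change over the time course −2.24, adjusted p = 1.19e-25). Some genes ran opposite courses in the lines. The homeobox gene Meis2 fell from 42.4 ± 3.82 CPM at 0 h to 15.7 ± 4.81 at 96 h in XX cells and rose from 2.69 ± 0.706 to 50.5 ± 12 in XO cells (test of the courses, adjusted p = 4.14e-24). Ina, for a neuronal intermediate filament, rose from 3.06 ± 0.74 to 35.9 ± 5.77 CPM in XX cells, and in XO cells stood at 29.3 ± 1.77 at 0 h and 16.5 ± 2.7 at 96 h (adjusted p = 8.78e-20). Lgals3, for a galectin, reached 70.5 ± 13.9 CPM at 24 h in XX cells against 18.5 ± 3.17 in XO cells (adjusted p = 1.22e-14).

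Chance was examined by exchanging the line labels within time points in 100 draws, with a quicker form of the same fit, so that real values differ from those given elsewhere. The real labels alone gave a result as large (1 of 100 draws), so chance can be excluded, for genes that differ between the lines (8140, highest other 35), genes whose courses differ (3361, highest other 2039) and activators that respond to X-chromosome number (13, highest other 0). The same holds for the size of the mean difference between the lines of the basal activators (0.227, highest other 0.124), boosting activators (0.205, highest other 0.132), Transient 1 activators (0.387, highest other 0.144), Transient 2 and 3 activators (0.182, highest other 0.104), proximal RE activators (0.407, highest other 0.14) and distal RE activators (0.189, highest other 0.0781). Exchanging line labels takes away the differences of all genes between the lines. The line-label draws therefore do not bear on whether a list is shifted more than the other genes tested. With time labels exchanged within each line in 100 draws, chance can be excluded as well for genes that change with time (13705, highest other 380), activators that do (23, highest other 1) and transiently upregulated activators (5, highest other 0). These draws take away every change with time, so they do not bear on whether activators are transient more often than other TF genes (5 of 26 against 50 of 536, one-sided Fisher's exact test, p = 0.099).

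For comparisons of 3 with 3 libraries there are 10 splits, which are too few. Between the lines, the real and the highest other number of genes were 2906 and 49 at 0 h, 2801 and 1 at 24 h, 2610 and 0 at 48 h, and 1690 and 208 at 96 h. Against 0 h they were 4223 and 2 at 24 h and 7088 and 165 at 96 h in XX cells, and 3434 and 69 at 24 h and 7667 and 3800 at 96 h in XO cells. Of the other splits in XX cells, those that part every replicate number, as the real one does, gave at most 1 gene at 24 h and 3 at 96 h, and those that part a single number at most 2 and 165.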
